# Integrated Analysis of Chromatin and Transcriptomic Profiling Identifies PU.1 as a Core Regulatory Factor in Microglial Activation Induced by Chronic Cerebral Hypoperfusion

**DOI:** 10.1007/s12035-023-03734-9

**Published:** 2023-11-02

**Authors:** Zengyu Zhang, Pengpeng Jin, Zimin Guo, Zhilan Tu, Hualan Yang, Mengting Hu, Qinghua Li, Xingdang Liu, Weiwei Li, Shuangxing Hou

**Keywords:** Chronic cerebral hypoperfusion, Neuropathology, Microglia, IFN-β signaling, RNA-seq, ATAC-seq, PU.1

## Abstract

In addition to causing white matter lesions, chronic cerebral hypoperfusion (CCH) can also cause damage to gray matter, but the underlying molecular mechanisms remain largely unknown. In order to obtain a better understanding of the relationship between gene expression and transcriptional regulation alterations, novel upstream regulators could be identified using integration analysis of the transcriptome and epigenetic approaches. Here, a bilateral common carotid artery stenosis (BCAS) model was established for inducing CCH in mice. The spatial cognitive function of mice was evaluated, and changes in cortical microglia morphology were observed. RNA-sequencing (RNA-seq) and the assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq) were performed on isolated mouse cortical brain tissue. Then, a systematic joint analysis of BCAS hypoperfusion-induced cortex-specific RNA-seq and ATAC-seq was conducted in order to assess the extent of the correlation between the two, and PU.1 was found to be greatly enriched through motif analysis and transcription factor annotation. Also, the core regulatory factor PU.1 induced by BCAS hypoperfusion was shown to be colocalized with microglia. Based on the above analysis, PU.1 plays a key regulatory role in microglial activation induced by CCH. And the transcriptome and epigenomic data presented in this study can help identify potential targets for future research exploring chronic hypoperfusion-induced brain injury.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12035-023-03734-9.

## Background

Vascular cognitive impairment (VCI) encompasses a wide range of cognitive dysfunctions caused by vascular conditions, including but not limited to subjective cognitive decline, mild cognitive impairment, and vascular dementia [1, 2]. As it is associated with a high rate of disability and mortality, there is an urgent need for effective prevention and treatment methods for this clinical problem [3, 4]. Pertinently, chronic cerebral hypoperfusion (CCH) is a significant contributing factor in the development of VCI [5, 6]. In addition to causing white matter lesions, decreased cerebral blood flow (CBF) can also cause damage to gray matter, including cortical and subcortical infarction, as well as disseminated lacunar or cerebral watershed infarction [7, 8]. It is probable that prolonged cerebral hypoperfusion and reduced CBF can result in an increase in the structural impairment of neurons, accompanied by neuronal loss, brain atrophy, and other symptoms, ultimately leading to lasting brain tissue damage and cognitive dysfunction [9].

From a pathophysiological perspective, the mechanisms involved in CCH are complex, for reasons including that they involve neuroinflammation, oxidative damage, apoptosis, endothelial dysfunction, and disruption of the blood-brain barrier. Currently, immuno-inflammatory injury is widely considered to be one of the most important pathological mechanisms that contribute to CCH [10]. During a prolonged period of chronic ischemia, the brain’s primary immune cells, microglia, can develop a highly pro-oxidative phenotype which promotes the transition from acute to chronic inflammation in the brain [11]. This leads to the production of cytotoxic factors and inflammatory mediators, such as TNF-α, IL-1β, and NO, which further exacerbate neuroinflammation and neuronal death [12, 13]. Additionally, in cases of ischemic brain injuries, microglia can determine the fate of cell populations in the central nervous system through cell-to-cell interactions, in which they act as hubs of intercellular communication. Therefore, the focus of our research is on the effects of CCH on microglia.

However, the underlying molecular mechanisms behind brain damage and microglial morphological alterations induced by CCH remain insufficiently understood. Several previous studies have reported the activation of the type I interferon (IFN-I) signaling pathway in rodent models of brain injury, where the interferon-beta (IFN-β) signaling and response can promote the release of pro-inflammatory cytokines and modulation of brain injury, involving interactions between different cell types in the brain [14]. In our previous work, RNA sequencing (RNA-seq) was performed to identify cortex-specific gene expression changes caused by BCAS hypoperfusion [15]. It was found that neuroimmune response mediated by IFN-β signaling plays an important role in the regulation of brain injury induced by CCH. However, it is unclear whether or not IFN-β signaling is closely related to the changes in microglial phenotypes induced by CCH. RNA-seq is mainly used for difference analysis and biological function enrichment [16]. Gene expression involves a very complex process and is regulated by transcriptional factors, coregulatory factors, and epigenetic modifiers. Epigenetic changes also play an important role in disease progression [17]. Analysis of the epigenome is conducted using free nuclei obtained in the tissue, and the epigenome can be evaluated for more than 95% of the non-protein coding regions of the genome. The non-coding region contains millions of candidate cis-acting elements that affect gene expression, including promoters and enhancers. Just as genes are the basic unit of transcriptome analysis, these candidate cis-acting elements are the basis of epigenetic analysis and can be combined with transcription factors (TFs) to cause nucleosome displacement and form accessible chromatin regions. Also, the assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq) is used to study chromatin accessibility [18]. As chromatin plays a critical role in regulating gene expression, and gene regulation is a fundamental process in the development and progression of disease, combined analysis of the chromatin and genes can further reveal the potential pathologies and provide new ideas for the treatment of CCH.

Based on our results, as well as those of previous studies [15], we successfully established the 0.16/0.18 mm BCAS hypoperfusion model for gray matter lesions, with microglia manifesting a state of neuroinflammatory activation in the cerebral cortex. We then utilized both RNA-seq and ATAC-seq to study the effect of chromatin accessibility on gene expression as a whole, in order to investigate the molecular mechanics of CCH. This study aims to verify the cellular and molecular changes that occur with cortical injury and microglial activation caused by CCH, and to further explore the upstream regulatory mechanics. It can serve as a theoretical foundation for the study of prospective treatment targets for hypoperfusion-induced brain injury.

## Methods

### Animals

The animal experiments in this study were in compliance with the ARRIVE guidelines [19]. Ten-week-old male C57BL/6 mice were provided by Beijing Vital River Laboratory Animal Technology. Mice were housed in cages on a 12 h light/dark cycle with free access to food and water. After one-week acclimation, the mice were divided into 2 groups by random number method: the BCAS group and the sham group. A total of 89 mice were used in this study; 12 mice failed to survive the BCAS operation. The remaining 77 mice were used for the entire experiment. Total 19 mice were used in the Morris water maze test, 30 mice in the 3-week pathological staining, 10 mice in the western blot analysis, 8 mice in the ATAC-seq, and 10 mice in the qRT-PCR experiment. Approval was granted by the Institutional Animal Care and Use Committee of Shanghai Pudong Hospital, Fudan University Pudong Medical Center (No. WZ-07, 2023).

### Surgical Procedures for Bilateral Common Carotid Artery Stenosis

BCAS surgery was performed as previously described [20]. Briefly, we induced the BCAS model using microcoils made of piano wire with inner diameters of 0.18 mm and 0.16mm (Xi’an anruike Biotechnology Co., Ltd.). For the BCAS surgical procedure, mice aging 11 weeks were anesthetized with 3% isoflurane, then maintained with 1.5–2% isoflurane in 70% N_2_ and 30% O_2_. Mice in the BCAS group were exposed the bilateral common carotid arteries (CCA) and detached the vagus nerve. Then, the 0.16 mm microcoil was first rotated around the CCA below the carotid bifurcation on the right side. And the 0.18 mm microcoil was wound on the same position on the left side of the CCA about one hour later. For sham-operated mice, the CAA was exposed without applying the microcoils. After surgery, mice were warmed with a heating pad at 37°C to maintain body temperature.

### Morris Water Maze Test

Morris water maze (MWM) test was performed as described previously with some modifications [21]. A 120 cm pool filled with white-colored water and a 9 cm platform were used for the whole experiment period. Prior to training, mice were placed in the pool and assessed for their ability to find and climb onto the visible platform within 60 s. Mice that failed to accomplish the task at least twice were excluded from further testing. The platform was then relocated and lowered into a fresh pool of colored water, where it was buried 1 cm beneath the surface. Mice underwent a 5-day training period, with 4 trials per day and 60 s per trial, to locate the hidden platform. To guarantee that the mice used their visual-spatial memory to locate the hidden platform, four start positions were used. On the sixth day, the platform was taken out, and mice were dropped into the pool at a fresh start location. Time spent in the platform area and the target quadrant and the number of platform crossings within 120 s were recorded.

### Preparation of Paraffin Sections and Nissl Staining

The brains were removed after perfusion of the animals and fixed in freshly prepared 10% formalin for 24 hours. Then the brain tissues were dehydrated and embedded in paraffin according to the routine procedure. And the paraffin blocks were cut into 4-μm-thick sections using a microtome. For Nissl staining, the steps were as follows: First, the paraffin embedded slides were deparaffinized and rehydrated. Then, the brain sections were stained with crystal violet at room temperature for 20 min and differentiated in differentiation solution for 5 s. At last, the slides were dealt with anhydrous ethanol and xylene solution respectively and sealed with neutral gum.

### Preparation of Frozen Sections

The experimental animals were anesthetized by intraperitoneal injection of pentobarbital (150 mg/kg) and then perfused transcardially with cold phosphate-buffered saline (PBS), followed by 4% paraformaldehyde (PFA). Brains were removed, post-fixed in 4% PFA for 12 h, and submerged in 15% sucrose in PBS for 24 hours, then 30% sucrose in PBS for 48 hours. Coronal sections of 30 μm were made using a freezing microtome (CM 1900, Leica, Germany). All prepared slices were transferred to the cryoprotection solution until processing.

### Hematoxylin Staining

Hematoxylin staining was performed on the sections using the Solarbio kit (G1120) with minor modification. For the staining procedure, brain sections were fixed in methanol and stained with hematoxylin. Excess background staining was removed by a quick rinse in 1% HCl in alcohol, followed by treatment with the differentiation solution. At last, slides were passed through 70% alcohol and anhydrous alcohol, and mounted with xylene mountant. Images were taken by the Olympus slide scanner (Olympus Slideview VS200). The scan was a whole brain acquisition, with 5 brain slices from 10 animals in each group. View of the left or right hemisphere was selected. “Measures a freehand polygon” in the OlyVIA (Olympus) software was used to manually define the infarct area. Then the software automatically calculated the area values inside the selection. Cerebral infarction area was calculated by dividing infarct area of the ipsilateral hemisphere by total hemisphere.

### Immunofluorescence Staining

Brain slices were washed in 1x PBS solution and then blocked with 5% goat serum (Thermo Fisher, 16210064) in 1% Triton X-100 in PBS for 1 hour. Subsequently, the free-floating sections were incubated with rabbit anti-IBA1 (ab178846, Abcam), rat anti-CD68 (ab53444, Abcam), rabbit anti-GBP2 (Abclonal, A12994), rabbit anti-PU.1 (2258S, CST), goat anti-IBA1 (ab5076, Abcam), and overnight at 4 °C. These sections were then washed in 1% Triton X-100 in PBS and treated with secondary antibodies (Donkey anti-rabbit Alexa Fluor 488, Invitrogen, A-21206; Donkey anti-goat Alexa Fluor 594, Jackson, 705-585-003; Donkey anti-rat Alexa Fluor 594, Jackson, 712-585-153) for 1 hour at room temperature. The nuclei of cells were stained with DAPI (Thermo Fisher, 62248, 1: 10000 dilution) for 15 min. Sections were observed under an Olympus slide scanner (Olympus Slideview VS200). High-resolution images were captured from the confocal microscopy (SP8 LSCM, Leica, Germany). Field of view of the cerebral cortex was observed. Images were processed using the ImageJ software. 3D reconstructions were performed in Imaris software. Quantitative analysis of process length of microglial cell was conducted. Sholl analysis was used to evaluate cell morphology.

### Western Blotting

The right cerebral cortex tissues of mice from both groups were removed and lysed in RIPA lysis buffer supplemented with protease/phosphatase inhibitor cocktail (Beyotime-P1005). The concentration of each protein sample was measured by bicinchoninic acid (BCA) assay. Equivalent amount of protein was denatured with 5x loading buffer at 95°C for 10 min and stored at −80°C until further analysis. Equal amounts of protein were loaded on SDS-polyacrylamide gel electrophoresis gels and transferred onto polyvinylidene difluoride membranes and transferred to PVDF membranes (Millipore, Billerica, MA, USA). Then the membranes were blocked with 5% BSA in 1%TBST solution and incubated with primary antibody in the blocking solution overnight at 4°C. Primary antibodies used included anti-NeuN (Abcam, ab177487), anti-Iba1 (Abcam, ab178846), anti-GAPDH (Abclonal, AC001), and anti-β-actin (Abclonal, AC026) antibodies. Horseradish peroxidase-conjugated secondary antibody (Goat anti-rabbit, Beyotime, A0208) was added for 1 hour at room temperature in the blocking solution. The protein signals were detected with chemiluminescence imaging. Blots were processed using the ImageJ software, and the intensities of GAPDH or β-actin were used to normalize the quantities of target proteins.

### ATAC-seq Library Preparation and Sequencing

ATAC-seq was conducted using freshly isolated cerebral cortex from each group. In brief, isolated cortex was homogenized in the lysis buffer (0.32 M sucrose, 3 mM MgA_ce2_, 5 mM CaCl_2_, 10 mM Tris-HCl, pH=8, 0.1 mM EDTA, 0.1% NP-40), followed by washing in a sucrose buffer (10 mM Tris-HCl, 3 mM MgA_ce2_, 1.8 M sucrose). And nuclei were collected by centrifugation at 2000 rcf for 5 min. Then ATAC-seq was performed by following published protocol with some modifications [22]. In brief, the cell pellets (100 k nuclei) were incubated with 5 μl of Tn5 enzyme in 50 μl of transposition mix (TD501, TruePrep DNA Library Prep Kit V2 for Illumina, Vazyme, China) at 37 °C for 30 min. Then, DNA was purified using a Minelute Gel Extraction Kit (Qiagen, 28604) and eluted in 27 μl of EB buffer. The PCR reaction was set up as follows: 24 μl of DNA, 10 μl of 5 × TAB, 5 μl of PPM, 5 μl of N5 primer, 5 μl of N7 primer, and 1 μl of TAE buffer, and the PCR was performed applying the following cycling conditions: 72 °C for 3 min, 98 °C for 30 s, then 12–13 cycles of “98 °C for 30 s, 60 °C for 30 s, and 72 °C for 30 s,” followed by a final 72 °C extension for 5 min. Amplification products were further purified with a VAHTS® DNA Clean Beads Kit (N411, Vazyme, China). The quality of the library was evaluated using the Agilent 2100 TapeStation System (Agilent Technologies, Inc., Santa Clara, CA, USA), and the concentration was measured with Qubit4. The libraries were pooled and subjected to paired-end sequencing with 150-bp reads length on Illumina Nova-Seq 6000 platform (Illumina, San Diego, CA, USA).

### Extraction of mRNA and Quantitative Real-time PCR (qRT-PCR)

The TRIzol method (Invitrogen) was applied to extract total RNA from the right cortex tissues followed by removal of genomic DNA contamination using RNAse-free DNAse (Invitrogen). RNA concentration and purity were analyzed via NanoDrop 2000 (Thermo Fisher Scientific, Wilmington, DE). Then, total RNA was reverse-transcribed using Evo M-MLV RT Kit (AG11728, Accurate Biology). And qRT-PCR (Thermo Fisher Scientifc Applied Biosystems QuantStudio5) was then performed using SYBR® Green Premix qPCR Kit (AG11718, Accurate Biology). Primer sequences used in this experiment are provided in Supplementary Table 1. Data were normalized using *Gapdh* as the reference housekeeping gene. Relative expression levels were calculated using the 2^−∆∆CT^ method.

## Data Analysis

### ATAC-seq

Raw data was obtained in FASTQ format, and FastQC was used for quality control analysis (see Supplementary Table 2). And data preprocessing was conducted to obtain high quality clean data. Then, paired-end clean data was aligned to the reference genome (*M. musculus*, UCSC mm10) using Bowtie2 (v2.3.4.3) [23]. Samtools (v1.9) was used to convert, sort, and build the alignment files index after removing duplications[18]. MACS2 callpeak function was used for peak calling [24], and differential change peaks were identified using the R package DiffBind (see Supplementary Table 3) [25]. Annotation of peaks was performed using R packages “ChIPseeker,” “clusterProfiler,” “org.Mm.eg.db,” and “TxDb.Mmusculus.UCSC.mm10.knownGene” [18]. Motif search was conducted using the “fndmotifs.pl” function of HOMER, and the TFs were then annotated.

### Integrative Analysis of Bulk RNA-seq and Published scRNA-seq

Analysis was performed as described previously [26]. In brief, cell clusters were generated with Seurat in the UMAP plot using the published scRNA-seq dataset (GSE60361) [27]. For our cortex-specific RNA-seq dataset (GSE210666), differentially expressed genes (DEGs) analysis was performed using DESeq2 (DEGs obtained by RNA-seq are presented in Supplementary Table 4). Then, cell-type enrichment analysis was conducted by using DEGs from our RNA-seq dataset and the above scRNA-seq dataset. The identified DEGs were divided into two groups: BCAS-induced up-regulated genes (Up_genes) and BCAS-induced down-regulated genes (Down_genes). In addition, Seurat’s DoHeatmap visualizes the expression value of scRNA-seq dataset for the individual gene in the two groups. Notably, only those genes detected in scRNA-seq were shown. Moreover, the Seurat function FindAllMarkers was used to identify marker genes of each cell cluster in scRNA-seq dataset with the parameters by default. Enrichment scores of genes in these two groups in each cell cluster were generated using R package GeneOverlap. Furthermore, cell-type deconvolution analysis was calculated using the *UCell* algorithm from the open-source R package at https://github.com/chuiqin/irGSEA.

### Integrative Analysis of RNA-seq and ATAC-seq

For our cortex-specific ATAC-seq dataset (GSE215893), significant differential change peaks that are located on gene promoters were extracted, and peak-related genes were generated. Then, Venn diagram was drawn using the VennDiagram R package. And the shared up- and down-regulated genes of both RNA-seq and ATAC-seq were identified (Supplementary Table 5). In addition, Gene Ontology (GO) enrichment analysis was conducted by using ShinyGO v0.77 (http://bioinformatics.sdstate.edu/go/). Then, we conducted cell type enrichment analysis on the shared DEGs using the cortex-specific single-nuclei RNA sequencing (snRNA-seq) dataset (GSE229259). Single nuclei colored by cell types in all combined samples (combined, sham, and BCAS groups) were displayed using t-distributed stochastic neighbor embedding (t-SNE) plot. And the enrichment of snRNA-seq for shared “Up_genes” and “Down_genes” was performed using irGSEA analysis with the *UCell* algorithm.

### Statistical Analysis

All experiments and data analysis were conducted under investigator-blinded conditions. Statistical analyses were performed using GraphPad Prism Software. Paired *t* test (two-tailed) was used for the data comparisons of 0.18 mm side and 0.16 mm side in BCAS group samples, while an unpaired *t* test (two-tailed) was performed in the comparisons made between sham and BCAS groups. When more than two groups were compared, one-way analysis of variance (ANOVA) and two-way ANOVA were used to test inter-group differences. All data are expressed as mean ± SEM, and *p* < 0.05 was considered statistically significant.

## Results

### Behavioral Alterations after BCAS Hypoperfusion

Figure 1A–B shows the overall experiment scheme. In order to evaluate functional changes after prolonged cerebral hypoperfusion in the current BCAS model, we utilized a Morris water maze to test spatial cognitive function between the two groups. The results indicated that mice in the BCAS group showed impaired spatial learning ability compared with the mice in the sham group postoperatively (Fig. 1C). However, BCAS mice did not show motor dysfunction, as there was no difference in swimming speed between the two groups during the learning phase (Fig. 1D). The BCAS mice also showed significant reduction in latency to first entry in the platform zone and spent significantly less time than the sham mice in the target platform, as well as showed a reduction in the number of successful platform crossings in the probe trial (Fig. 1E–G). These results indicated that mice with BCAS hypoperfusion resulted in learning deficits and reference memory loss 3 weeks post operation.

**Fig. 1:**
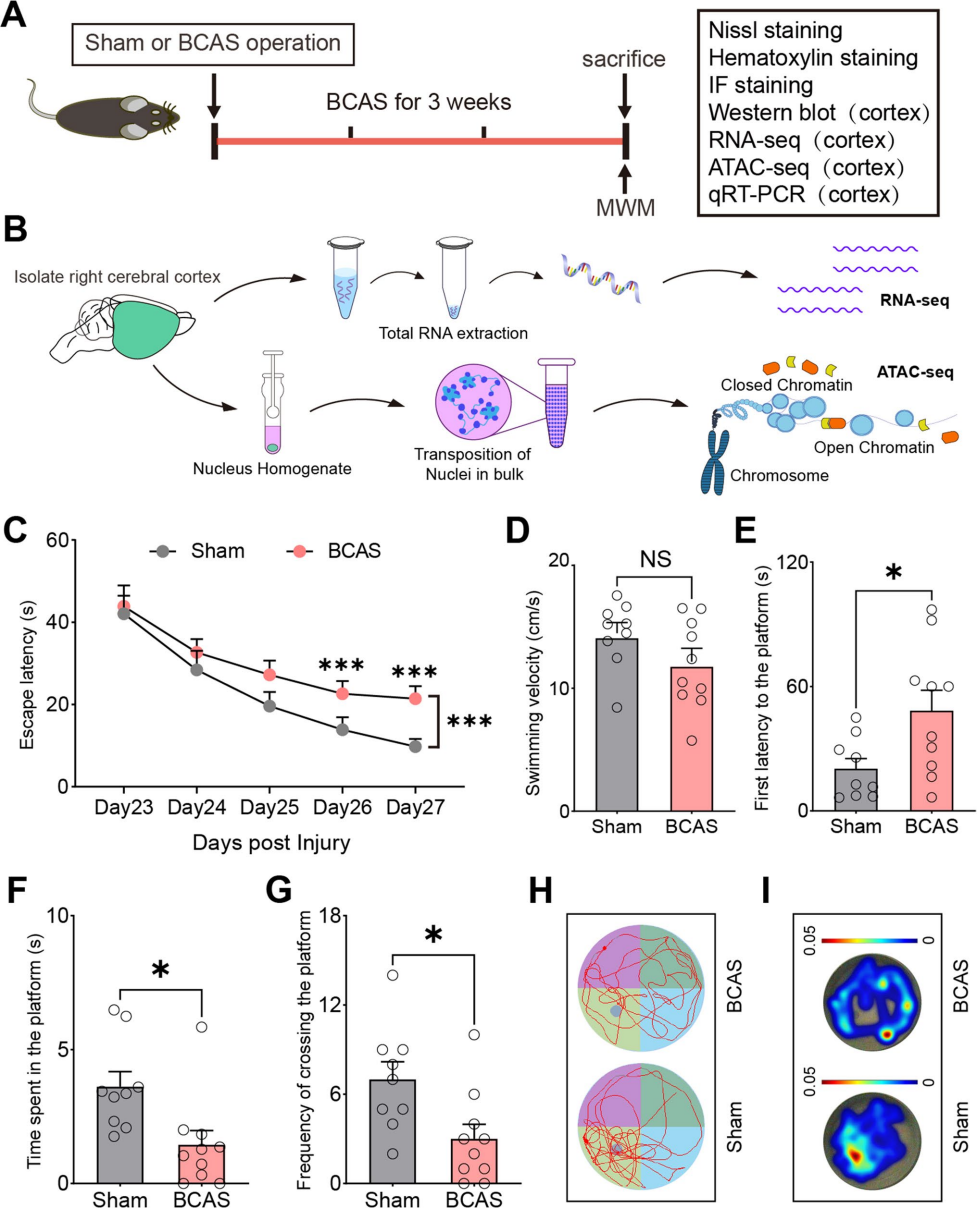
Changes of behavioral phenotype after BCAS hypoperfusion. **A** Experimental design. BCAS bilateral carotid artery stenosis, MWM Morris water maze test, IF immunofluorescence staining. **B** Flow chart of the cortex-specific RNA-seq and ATAC-seq experiments. **C** Escape latency of sham and BCAS mice in MWM test (learning phase). Subgroups, *F*_(1, 85)_ = 82.77, *p* < 0.001; time, *F*_(4, 85)_ = 173.3, *p* < 0.001; subgroups × time, *F*_(4, 85)_ = 5.319, *p* < 0.001. Two-way ANOVA test. **D–G** Swimming velocity, first latency to the platform, time spent in the platform (%), and frequency of crossing the platform of sham and BCAS mice in MWM probe test. Unpaired *t* test (two-tailed). **H–I** Representative track plots and heatmaps of sham and BCAS mice in MWM probe test. Data are presented as means ± SEM. *N* = 9–10 mice per group. NS = not significant, *p < 0.05, ***p < 0.001

### BCAS Hypoperfusion-induced Cortical Lesions and Phenotypic Changes of Microglia

We first evaluated the histological changes after BCAS hypoperfusion via Nissl staining and hematoxylin staining of different sections. On the 0.16 mm stenosis side, significant neuronal loss was evident in the region of cerebral cortex (Fig. 2A–C). The entire hemisphere ipsilateral was atrophied and showed thinning of the cerebral cortex due to 0.16 mm stenosis (Fig. 2D–E). We then compared the mean percent infarction size in each section. The results showed significantly larger infarction on the 0.16 mm side compared to the 0.18 mm side (Supplementary Fig. 1). In addition, western blot results showed that BCAS hypoperfusion increased the expression of Iba-1 and decreased the expression of NeuN in the cortical region (Fig. 2F–G). Thus, it can be concluded that BCAS hypoperfusion resulting from 0.16 mm stenosis can cause clearly evident histological injury. In our previous work, we found activation of microglia occurred mostly in areas of neuronal injury, including the cerebral cortex on the 0.16 mm stenosis side of BCAS mice [15]. Microglia, as the primary innate immune cells and important cellular mediators in the brain, play an important role in neuroinflammation. Therefore, we performed anti-Iba1 staining to examine the condition of microglia, focusing on the cerebral cortex (Fig. 1H). Chronic hypoperfusion has been reported to lead to microglia activation, often described as swollen cell bodies with thicker and shorter processes or amoeboid-like morphology [15]. In our current BCAS hypoperfusion mouse model, it was found that microglia on the 0.18 mm side of BCAS group exhibited hyper-ramification morphology characterized by an increased length of branches (Fig. 1I) and an increased number of branch intersections (Fig. 1J), while microglia on the 0.16 mm side of BCAS group displayed amoeboid-like morphology featured by decreased branch length (Fig. 1I) and decreased number of branch intersections (Fig. 1J).

**Fig. 2:**
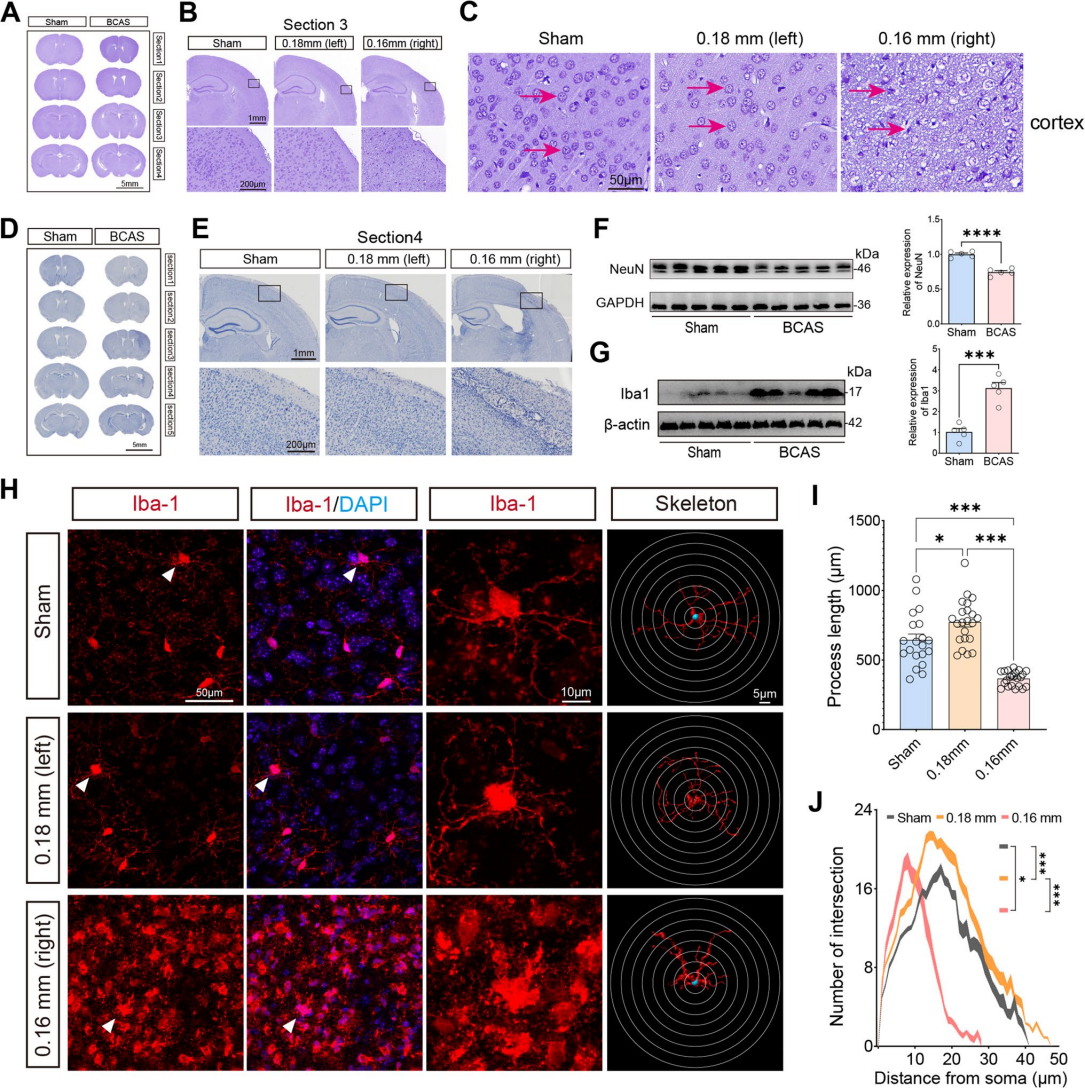
Cortical lesions and phenotypic changes of microglia caused by BCAS hypoperfusion. **A** Representative pictures of Nissl staining in sham and BCAS mice 3 weeks postsurgery. **B** BCAS hypoperfusion induced neuronal damage of cerebral cortex on the 0.16 mm stenosis side. **C** Loss of neurons on the 0.16 mm stenosis side of BCAS mice in a high-power field. **D** Consecutive coronal brain slices stained with hematoxylin following BCAS hypoperfusion. **E** Representative pictures depicting the pathological changes of the cerebral cortex. **F** Representative western blot images of NeuN in the cerebral cortex are shown on the left, and the statistical analysis of relative protein expression level is on the right. Unpaired *t* test. *N* = 5/group. **G** Representative western blot images of Iba1 in the cerebral cortex are shown on the left, and the statistical analysis of relative protein expression level is on the right. Unpaired *t* test. *N* = 5/group. **H** Representative images of anti-Iba1 immunofluorescence staining in cortical region from sham and 0.16/0.18 mm BCAS group. **I** Bar plot quantifies the length of the microglia process. One-way ANOVA test. *N* = 20–22 processes/5 animals/group. **J** Sholl analysis for microglia branch complexity. Two-way ANOVA test. *N* = 20–22 processes/5 animals/group. Data are expressed as mean ± SEM. *p < 0.05, ***p < 0.001, ****p < 0.0001

Here, we investigated activated microglia using CD68/Iba-1 double-staining after BCAS hypoperfusion, as microglial activation is a key element in initiating and perpetuating inflammatory responses to ischemia. Results showed that the ratio of CD68+Iba1+/Iba1+ cells and the number of Iba1+ cells was significantly higher on the 0.16 mm stenosis side of BCAS mice than other groups (Fig. 3); indicated part of activated microglia/macrophage displayed phagocytosis phenotypes following BCAS hypoperfusion.

**Fig. 3:**
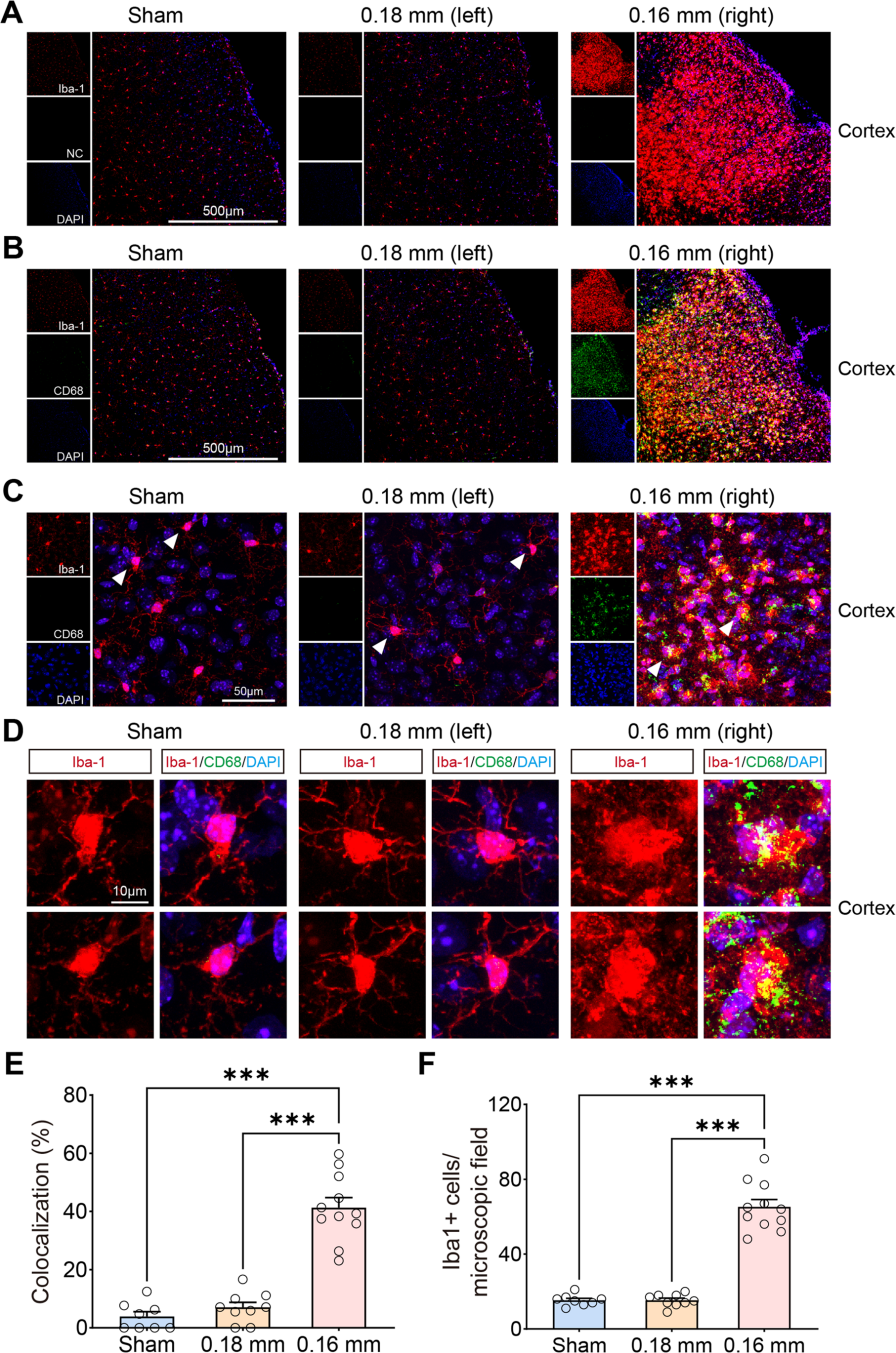
Activated microglia examined by CD68/Iba-1 double-staining after BCAS hypoperfusion. **A–B** Representative confocal images in the cerebral cortex (10 ×). Sections were stained antibodies against Iba-1 and CD68. NC, negative control without the CD68 primary antibody. The data rule out the background caused by the secondary antibody, as evidenced by NC. **C–D** Representative images at higher resolution of CD68/Iba-1 immunofluorescence showing microglial cells positive for CD68 (arrowheads) in BCAS mice. *N* = 6/group. **E–F** Quantitative analysis revealed that the number of colocalized pixels and the number of Iba1-positive cells were significantly higher on the 0.16 mm stenosis side of BCAS mice than other groups. One-way ANOVA test. Error bars represent mean ± SEM. ***p < 0.001

### Cortex-specific Up-regulated Genes Induced by BCAS Hypoperfusion were Enriched in a Specific Cell-type in the Brain

Previous studies have revealed different cell types in the mouse brain using single-cell RNA-seq under normal or pathological conditions [27–29]. The schematic diagram of the analysis strategy is shown in Fig. 4A. As shown in Fig. 4B and Supplementary Fig. 2, eight transcriptionally distinct clusters were identified via the detection of known cell type markers using a published scRNA-seq dataset (GSE60361) of brain cells [27]. The eight major classes of cells included “Interneurons” (cluster 0), “CA1 Pyramidal” (cluster 1), “S1 Pyramidal” (cluster 2), “Oligodendrocytes” (cluster 3), “Astrocytes” (cluster 4), and “Microglia” (cluster 5), “Vascular cells” (cluster 6), and “Other” (cluster 7). It should be added that vascular cells are composed of three cell types: vascular endothelial cells, vascular smooth muscle cells, and perivascular cells. Next, we visualized the expression of our cortex-specific DEGs in single-cell of this published scRNA-seq dataset. We found a distinct distribution pattern in “microglia” for the “BCAS-induced up-regulated genes” (Up_genes), and in “S1 Pyramidal” for the “BCAS-induced down-regulated genes” (Down_genes) (Fig. 4C). In addition, gene set enrichment analysis showed that the set of up-regulated genes was significantly enriched in “microglia” (*p*=1.02e−154, odds ratio 13.0). In contrast, the down-regulated gene set was enriched in “S1 Pyramidal” (*p*=5.21e−20, odds ratio 10.0), but not in “Interneurons” or “CA1 Pyramidal” (Fig. 4D). In addition, we did cell-type enrichment analysis using the *UCell* algorithm in irGSEA. As shown in Fig. 4E–F, a distinct “BCAS-induced up-regulated genes” distribution pattern in “microglia” was observed. We also noticed a unique enrichment for the “BCAS-induced down-regulated genes” in another “S1 Pyramidal” class. In summary, these results indicate that distinct cell types in the cortex responded to BCAS hypoperfusion differentially with the transcriptional activation occurring primarily in “microglia” as well as repression in “S1 Pyramidal.”

**Fig. 4:**
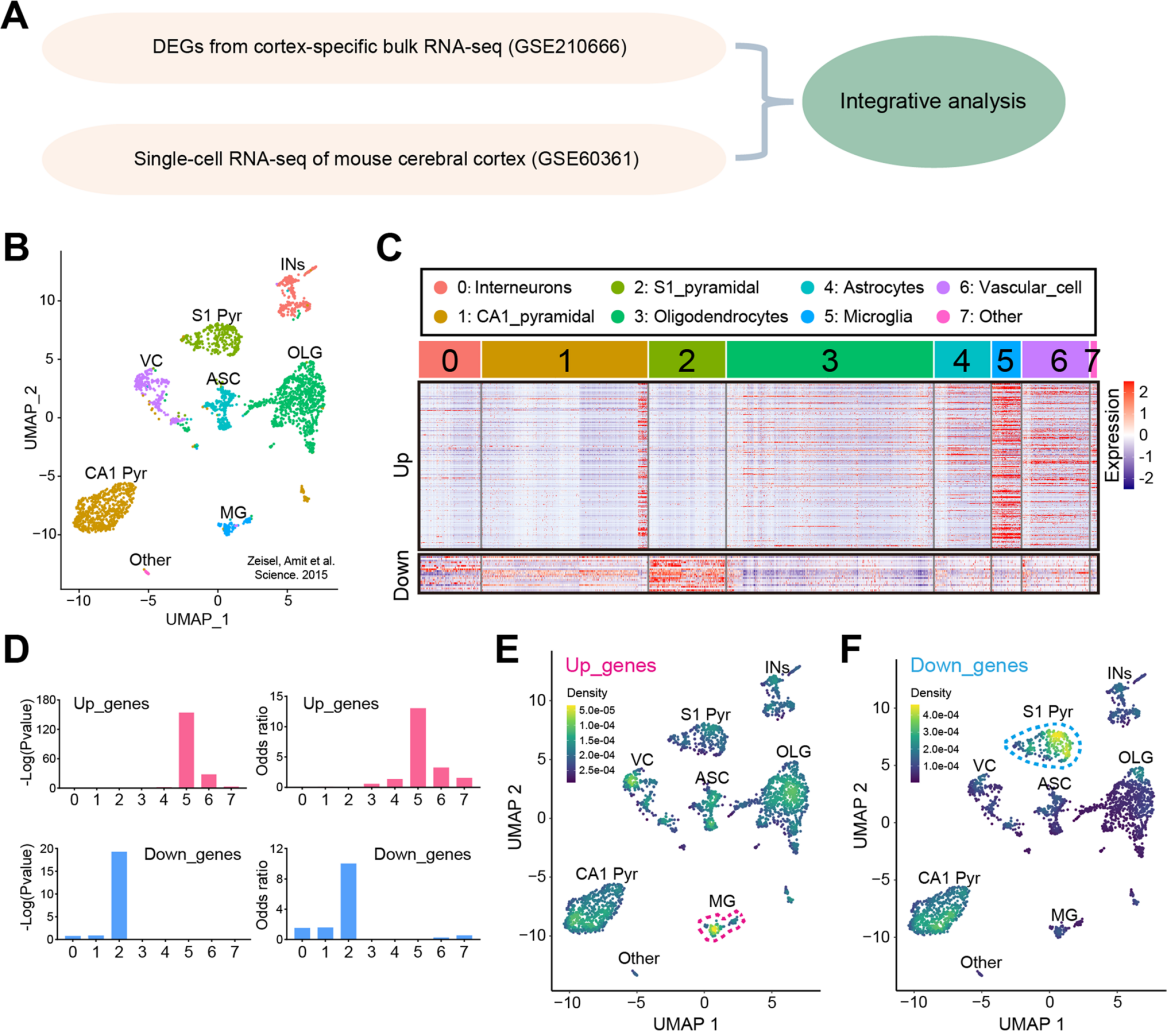
Distinct enrichment of BCAS hypoperfusion-induced DEGs in brain cell types. **A** Schematic diagram of the analysis strategy. **B** The UMAP map visualizing clustering of single cells colored by cell types using published single-cell RNA-seq data (Zeisel, A. et al., 2015, Science). **C** The individual gene expression level of DEGs induced by BCAS hypoperfusion in each cell of the published single-cell RNA-seq dataset (GSE60361) in Seurat’s DoHeatmap. **D** The bar plots show the gene set enrichment score and odds ratio (95% CI) of up-regulated genes (Up_genes) and down-regulated genes (Down_genes) in each cell type. **E–F** Density scatterplots showing cell-type enrichment for “Up_genes” and “Down_genes” using *UCell* R package (https://github.com/chuiqin/irGSEA). Visualized genes are DEGs from the cortex-specific RNA-seq dataset in our prior study. Notice the enrichment of up-regulated genes in cluster 5 of “MG” and down-regulated genes in cluster 2 of “S1 Pyr.” Ins interneurons, CA1 Pyr CA1 Pyramidal, S1 Pyr S1 Pyramidal, OLG oligodendrocytes, ASC astrocytes, MG microglia, VC vascular cells, Other other cell types

### The Up-regulation of IFN Signaling Molecule Expression Induced by BCAS Hypoperfusion is Related to Microglial Activation

In our previous research, gene set enrichment analysis (GSEA) revealed that BCAS hypoperfusion-induced up-regulated genes were significantly enriched in the pathways of IFN-regulated signaling along with neuroinflammation signaling. Also, our work revealed elevated expression of IFN-inducible protein in the cerebral cortex following BCAS hypoperfusion [15]. Based on the integrative analysis of our RNA-seq data and the published scRNA-seq dataset, it can be seen that the change of gene expression caused by BCAS hypoperfusion is closely associated with the activation of microglia. As the functional protein induced by IFNs, GBP2 plays an important role in response to IFN-β signaling. In this study, we performed double immunostaining of GBP2 and Iba-1 (microglia marker) to identify the expression and cellular localization of GBP2 following BCAS hypoperfusion. The results demonstrated that BCAS hypoperfusion enhanced the expression level of GBP2 in the cerebral cortex of the BCAS group, compared with the sham group (Supplementary Fig. 3). Representative confocal images of the cortices were taken, and colocalization of GBP2 with partially activated microglia was observed around the lesion site on the 0.16 mm stenosis side in the BCAS group (Fig. 5). Furthermore, microglial activation was accompanied by enhanced production of GBP2, and GBP2 was activated in microglia following BCAS hypoperfusion. These findings were significant, as they suggested that distinct cell types in the brain responded to BCAS hypoperfusion differentially and that up-regulated gene expression was related to IFN-I signaling in microglia.

**Fig. 5:**
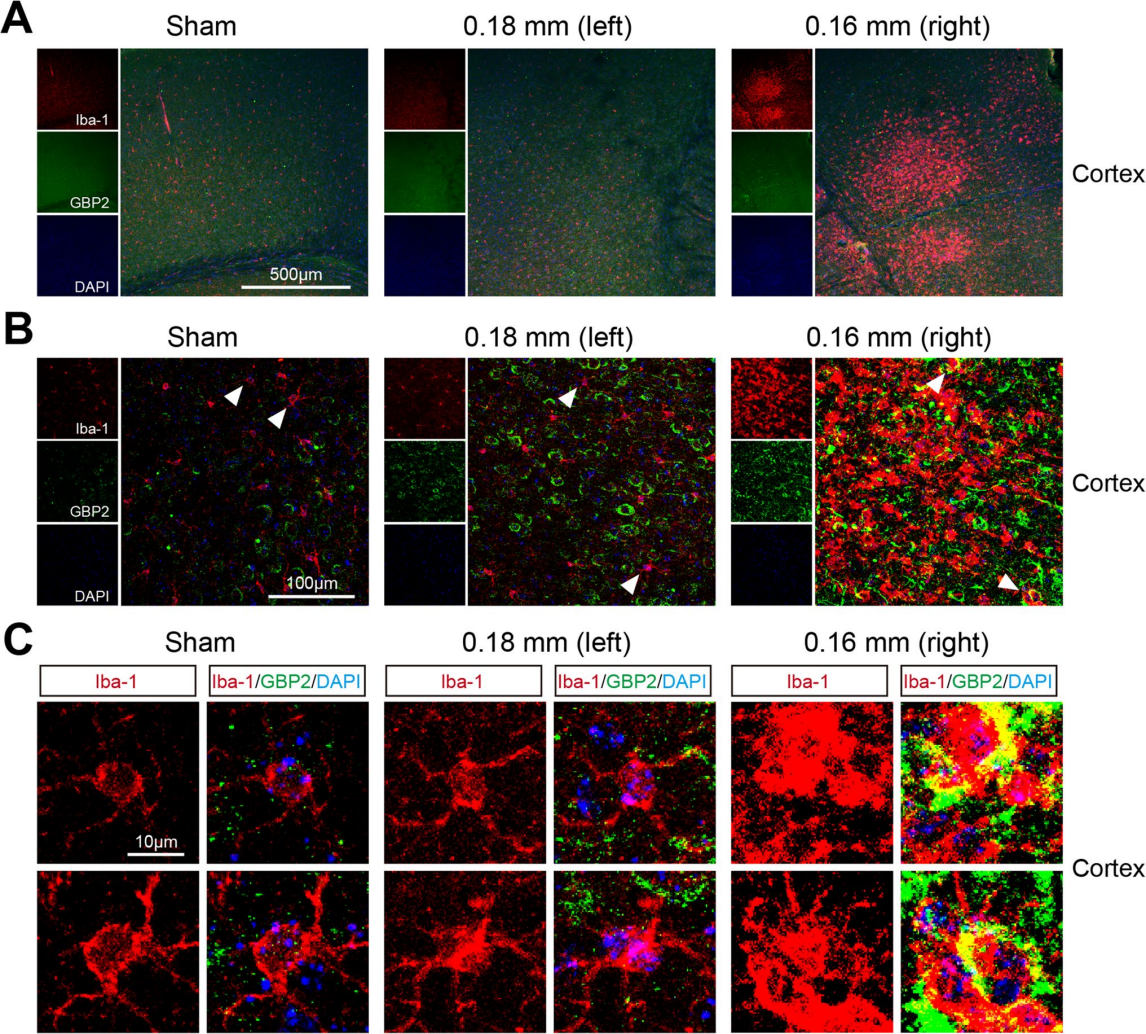
Altered phenotype of microglia was accompanied by elevated IFN-β signaling marker expression in the cerebral cortex after BCAS hypoperfusion. **A** Representative confocal immunofluorescence images marked by GBP2/Iba-1 after BCAS hypoperfusion (10 ×). **B** The confocal image of GBP2/Iba-1 co-staining of cortical region in both sham and BCAS groups (40 ×). **C** High-magnification fields (arrow areas) show colocalization of GBP2 (green) with Iba-1 (red)

### Alterations of Chromatin Accessibility in the Cerebral Cortex Following BCAS Hypoperfusion

In our previous work, cortex-specific transcriptome profiling analysis was conducted on both sham and BCAS mice [15]. Based on our findings of gene expression changes in the current BCAS model, we hypothesized that these transcriptional changes were a result of chromatin accessibility. Recent emerging technologies make possible the combined investigation of epigenomics and transcriptomics using the same tissue. Therefore, in order to further study the mechanics underlying CCH-induced differential gene expression in the cortex, we performed ATAC-seq to determine the genome-wide dynamics of the chromatin accessibility of the cortex in the BCAS hypoperfusion model. 

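ATAC-seq, which sequences the DNA that the Tn5 transposase can reach in nuclei, was performed on the cerebral cortex of 4 sham and 4 BCAS mice. All were male and 14 weeks old, and the tissue was taken 3 weeks after surgery, in which BCAS mice received a 0.16 mm microcoil on the right and a 0.18 mm microcoil on the left carotid artery. The sample labels give the right cortex as the tissue, whereas Table S2 describes the cortex of the whole brain without cerebellum and olfactory bulb, and the side was left open here. The authors trimmed the paired reads with Trim Galore, aligned them to mm10 (GRCm38) with Bowtie2 2.3.4.3, removed duplicates and called peaks in each library with MACS2. The options of MACS2 are not given in the sources used here. The deposited lists held 107482 to 145102 peaks in the sham libraries (median 122600) and 119660 to 160848 in the BCAS libraries (median 125760). They covered 44.5 to 60.8 Mb and 48.9 to 66.3 Mb of the genome, respectively, and the numbers of peaks were not separable between groups (exact two-sided permutation test, p = 0.543). The score, fold and -log10 values of each peak are the authors' own and were not compared between libraries. Instead, the presence of peaks, the length of DNA they covered in each gene locus and the sequence motifs within 100 bp of their summits were compared between the groups, with gene lists, motifs and tests fixed before the data were examined. With 4 libraries against 4, the smallest p of an exact two-sided permutation test is 0.0286. By the GC content of the reads in Table S2, the libraries fell into a class of 48 to 49% (sham 1, 2 and 3 and BCAS 1) and a class of 46% (sham 4 and BCAS 2, 3 and 4), so that each class held 1 library of 1 of the groups and values within a class carry no test. Values are given as mean ± SD over the 4 libraries of a group unless stated otherwise.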

Approximately 98% of paired-end reads mapped to the mouse reference genome and provided an average mapping depth of 40.5 million reads per sample (Supplementary Table 2). 

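Between 97.15% (sham 1) and 98.03% (sham 3) of reads mapped in Table S2, with a mean of 97.7% over the 8 libraries, and the mean was 40.48 M read pairs per library. Sham libraries held 22.1 to 44.7 M read pairs (median 35.34 M) and BCAS libraries 37.4 to 59.5 M (median 44.69 M). This difference in depth did not pass an exact two-sided permutation test (p = 0.143). Sham 1 had the fewest read pairs and the fewest peaks, and BCAS 1 the most of both. The peak lists hold no read counts, so the depth behind a single peak is unknown.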

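The length of DNA covered by peaks at 17012 protein-coding gene loci separated the sham from the BCAS libraries on the first principal component, which held 32.9% of the variance. Its values were -33.1, -11.8, -7.33 and -18.6 in sham 1 to 4 and 17.3, 15.1, 23.8 and 14.6 in BCAS 1 to 4. The second component held 18.0% of the variance and was lowest in sham 3 (-22.9), BCAS 1 (-15.3) and sham 2 (-14.0), the libraries with the most peaks. A locus was the gene body with 3 kb on each side, and the covered length was scaled to the library's total before the log2 transformation.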

Principal component analysis (PCA) revealed a divergence of ATAC-seq signal between the sham and BCAS mice (Fig. 6A). Also, the heatmap shows a clear distinction between the two groups and the clustering trend within each group (Fig. 6B). 

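Peaks of the same group overlapped more than peaks of different groups. The Jaccard index, the DNA covered in both libraries as a share of that covered in either, was 0.628 (0.604 to 0.666) over the 6 pairs of sham libraries and 0.628 (0.613 to 0.646) over the 6 pairs of BCAS libraries. It was 0.598 (0.560 to 0.643) over the 16 pairs of a sham with a BCAS library. The mean difference of 0.02996 was larger than that of any other split of the libraries into 4 and 4, of which the highest was 0.0181 (exact permutation test over 35 splits, one-sided, p = 0.0286). Within the read GC class of 48 to 49% the index was 0.635 within and 0.615 between the groups, and within that of 46% it was 0.634 and 0.602, over 3 pairs each. BCAS 1 was the exception to the grouping by nearest neighbor, since its most similar library was sham 3.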

Differential analysis identified significantly altered ATAC-seq loci (FDR <0.05) (Fig. 6C). 

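In the BCAS cortex, 3206 regions had a peak in every BCAS and no sham library (BCAS-only regions), while 187 had a peak in every sham and no BCAS library (sham-only regions), of 197916 merged regions. At the level of genes, the length covered by peaks rose at 536 loci and fell at 64 of 17012 tested (limma, Benjamini-Hochberg adjusted p under 0.05). Among the loci with the largest increase were Naip2, a sensor of the inflammasome (log2 fold change 2.46, SE 0.40, adjusted p = 0.00229; 1918 ± 288 bp in BCAS and 279 ± 425 bp in sham), and Piwil2, which encodes a protein that binds small RNAs (2.301, SE 0.26, adjusted p = 1.94e-04). Klhl6, an adaptor known from B cells (2.14, SE 0.28), Pilra, an inhibitory receptor of myeloid cells (2.04, SE 0.27), and Fblim1, a filamin-binding protein of cell adhesions (1.98, SE 0.26), rose as well, as did Itgam. The loci of the chemokine Ccl3, the apolipoprotein Apoc4, Glipr1 and the transglutaminase Tgm1 were listed at 0 bp in every sham library and held 713 ± 45.8, 691 ± 190, 681 ± 328 and 664.5 ± 259.5 bp in BCAS. The largest decreases were at Ms4a12 (-1.37, SE 0.34, adjusted p = 0.0311), the platelet receptor Treml1 (-1.30, SE 0.28, adjusted p = 0.0151), Dnase1l2 (-1.29, SE 0.34, adjusted p = 0.0415) and Trdn, which encodes the calcium release protein triadin (-1.02, SE 0.16, adjusted p = 0.00181). Adsl, an enzyme of purine synthesis (-0.78), Kctd4 (-0.72), Prr14l (-0.67), Nexn (-0.57), the condensin subunit Ncapg (-0.56) and Col6a5 (-0.50) followed. The 10 largest increases and the decreases at Treml1, Trdn, Adsl and Ncapg passed without any single library, whereas the other 6 decreases did not pass without at least 1 of the libraries (adjusted p = 0.0518 to 0.0996). Every BCAS library lay on one side of every sham library at 502 of the 536 and 59 of the 64 loci, and at 8.5% of all tested loci, where chance gives 2.857%. The real split gave 3393 BCAS-only and sham-only regions together, against at most 905 in any of the other splits, and 904 when the libraries were split by read GC class. With the read GC class as a covariate 245 loci rose and 8 fell, and without scaling to the library's total 222 rose and 1 fell. Leaving out single libraries gave 284 to 665 rising and 25 to 90 falling loci, with 3310 to 4614 BCAS-only and 223 to 1133 sham-only regions. The sham libraries with the most peaks against the BCAS libraries with the fewest, 2 against 2, gave 0 loci in both directions with limma (2083 and 709 at an unadjusted p under 0.05).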

Most of the loci, both up- and down-regulated, were annotated to the noncoding sequence regions: “ATAC_up,” 28.5% at distal intergenic, 24.7% at promoter, and 39.0% at intron; “ATAC_down,” 38.0% at distal intergenic, 10.5% at promoter, and 45.2% at intron (Fig. 6D–G). 

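Most BCAS-only regions lay away from promoters. Of them, 19.2% (Wilson 95% interval 17.9 to 20.7%) lay within 3 kb of a TSS and 32.6% (31.0 to 34.2%) in distal intergenic DNA. Among sham-only regions, 11.2% (7.46 to 16.6%) lay at promoters and 35.3% (28.8 to 42.4%) in distal intergenic DNA. BCAS-only regions were thus more often at promoters than sham-only regions (Fisher's exact test over regions, two-sided, p = 0.00512), but not more often than the other regions (p = 0.982), and 19.3% of all merged regions lay at promoters. Exons held 1.93% of BCAS-only and 1.604% of sham-only regions, and 3' UTRs 1.40% of BCAS-only regions. BCAS-only regions at promoters included that of Ccl3, a macrophage chemokine, at chromosome 11 from 83649114 to 83649894, across the TSS, and that of Apoc4, an apolipoprotein, at chromosome 7 from 19683698 to 19684169, both with a C/EBP motif. Of all peaks of a library, 23.2% ± 1.34 in BCAS and 23.1% ± 1.55 in sham lay at promoters (exact two-sided permutation test, p = 1). With lists of equal length the shares were 25.1% ± 0.314 and 24.3% ± 0.311 (exact permutation p = 0.0286). With promoters of 1 kb, the shares of BCAS-only and sham-only regions were 9.67% and 2.14%, against 12.14% of all regions, and BCAS-only regions were less often at promoters than the other regions (Fisher's exact test over regions, p = 9.855e-06).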

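Introns held 44.6% of BCAS-only regions (Wilson 95% interval 42.9 to 46.3%) and 51.3% of sham-only regions (44.2 to 58.4%). Introns also held 44.4% of all merged regions. Each region was assigned by its midpoint, with promoters taking precedence over introns.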

The distribution of differentially accessible regions (DARs) showed that almost half of these regions were present in genic and intron regions. It was also shown that the number of DARs in genic-intron was greater than in the intergenic regions. These changes in genomic distribution of chromatin accessibility after BCAS hypoperfusion may facilitate differential gene transcription through chromatin-level regulation. 

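Counted as regions, 1429 BCAS-only regions lay in introns and 1045 in distal intergenic DNA, and 617 lay at promoters. For sham-only regions, the counts were 96 in introns, 66 in distal intergenic DNA and 21 at promoters. Fewer regions lay in exons (62 BCAS-only and 3 sham-only). Regions are not replicates, and these counts carry counting error only.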

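Motifs of PU.1, ELF4 and ETS1, factors of the ETS family, were more frequent in the peaks of every BCAS library than in those of any sham library. The PU.1 motif lay within 100 bp of the summit in 3.07% ± 0.0567 of BCAS peaks and 2.09% ± 0.175 of sham peaks, the ELF4 motif in 1.49% ± 0.0415 and 1.13% ± 0.0361, and the ETS1 motif in 0.429% ± 0.0106 and 0.290% ± 0.0180. The composite of PU.1 with an IRF site was found in 2.72% ± 0.0512 and 2.25% ± 0.126 of peaks. Motifs of RUNX (2.29% against 2.05%), NF-kB (4.12% against 3.81%) and SOX10 (3.70% against 3.42%) were also more frequent in BCAS. The motif of AP-1, the dimer of FOS and JUN proteins, was less frequent (10.8% ± 0.360 in BCAS and 11.9% ± 0.120 in sham). Each of these 8 motifs reached the smallest p of the exact two-sided permutation test (p = 0.0286), which became 0.0607 after adjustment over all 17 motifs, so that none passed. With lists of equal length 11 motifs passed (adjusted p = 0.0442), among them PU.1, AP-1, IRF1 and ELF5. Relative to the control motifs (CTCF, SP1 and RFX), only PU.1, ELF4 and ETS1 stayed at the smallest p. There the ratio of BCAS to sham was 0.896 for AP-1 (0.914 before), 1.096 for RUNX (1.12), 1.056 for NF-kB (1.08) and 1.06 for SOX10 (1.083). The SD of these 4 was larger in both groups, and the exact permutation p was 0.143, 0.229, 0.200 and 0.343. The controls need not be neutral, since CTCF and RFX were themselves rarer in BCAS-only regions than in matched regions. The ELF5 motif was found in 0.932% ± 0.0843 of BCAS and 0.919% ± 0.0951 of sham peaks (exact permutation p = 0.886), and the EGR1 motif in 0.197% and 0.210% (p = 0.457). IRF1 (p = 0.114), NEUROD1 (p = 0.0857), RFX (p = 0.0571), CTCF (p = 0.229), MEF2 (p = 0.486), C/EBP (p = 0.943) and SP1 (p = 0.971) did not pass the same exact test either. In the 187 sham-only regions no motif passed Fisher's exact test after adjustment (0 motifs also at an unadjusted p under 0.05). There AP-1 was found in 18.2% against 13.3% of matched regions (adjusted p = 0.180) and IRF1 in 5.88% against 3.32% (adjusted p = 0.197). EGR1 was found in 0 of 187, which allows a share of up to 1.604%. Within the read GC classes, the BCAS minus sham differences were 1.07 points (48 to 49%) and 0.749 points (46%) for PU.1. They were 0.543 and 0.315 for the composite and -0.584 and -1.24 for AP-1.

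**Figure D1:**
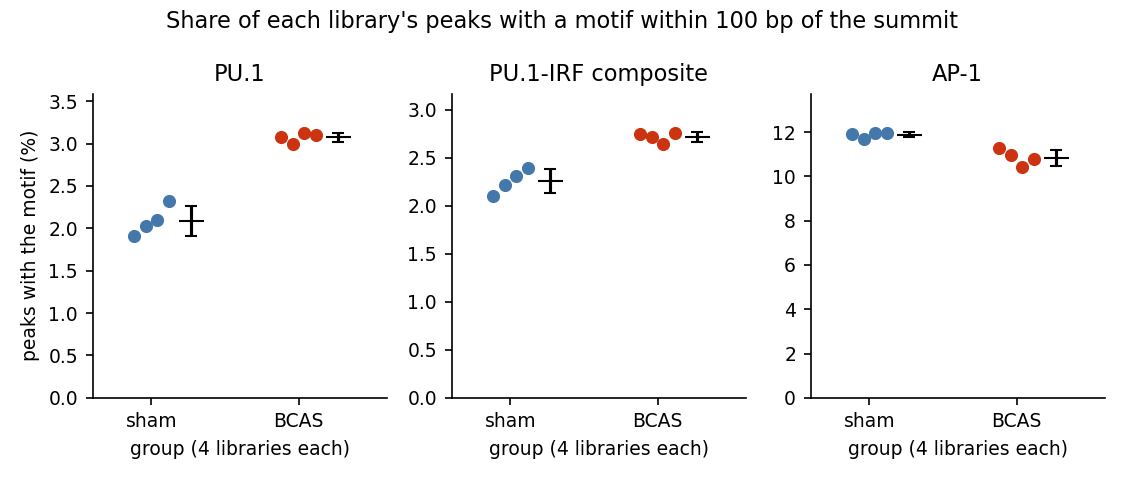
Share of peaks with the PU.1 motif, the PU.1-IRF composite and the AP-1 motif within 100 bp of the summit (vertical axis, percent of a library's peaks, from 0) in the 4 sham and 4 BCAS libraries. Points are libraries and bars give mean ± SD; BCAS libraries lie above sham libraries for PU.1 (3.07% against 2.09%) and below them for AP-1 (10.8% against 11.9%).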

Homer motif search further identified multiple important TF binding motifs for the “ATAC_up” and “ATAC_down” loci (Fig. 6H–I). Notably, PU.1 (also known as SPI1) motif was the one most enriched in the “ATAC_up” loci, followed by ELF5 and ELF4.

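With the planned background, the PU.1 motif had the largest ratio in BCAS-only regions. It lay within 100 bp of the summit in 492 of 3206 BCAS-only regions (15.3%), against 3.11% of other regions matched for GC content and distance to a TSS, a ratio of 4.94 (Fisher's exact test over regions, two-sided, adjusted p = 1.79e-154). Among other ETS factors, the ratio was 4.38 for ETS1 (2.00% against 0.455%), 3.23 for ELF4 (5.18% against 1.603%) and 2.14 for ELF5 (1.03% against 0.480%, adjusted p = 8.53e-04). These motifs share their GGAA core, so a single site can count for several of them. With regions called in 4 of 8 libraries as background, chosen after seeing the data, ETS1 (7.11) and ELF5 (6.6) lay above PU.1 (6.47). ETS1 also lay above PU.1 within 50 bp of the summit (6.08 against 5.41) and without BCAS 4 (4.737 against 4.713). RUNX, another factor of blood and microglial cells, followed with 2.41, C/EBP with 1.43 and NF-kB with 1.42. Motifs of neuronal and structural factors were rarer than in matched regions, with ratios of 0.318 for NEUROD1, a factor of excitatory neurons, and 0.238 for CTCF, which marks chromatin loops. RFX was found in 0 of 3206 regions, which allows a share of up to 0.0936%, against 0.253% of matched regions (adjusted p = 0.00192). AP-1 was rarer as well (9.45% against 11.4%, adjusted p = 0.00189), a difference that did not pass within 50 bp of the summit (adjusted p = 0.0578). EGR1, MEF2, SOX10 and SP1 did not pass the test. The PU.1 share of BCAS-only regions exceeded that of sham-only regions by 14.3 points, the largest difference over all 70 labelings of the libraries (exact permutation p = 0.0286). Within 50 bp of the summit (9.38 points) and without any BCAS library (13.2, 13.3, 13.6 and 12.5 points without BCAS 1 to 4), a single other split was as large (exact permutation p = 0.0571).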

**Fig. 6:**
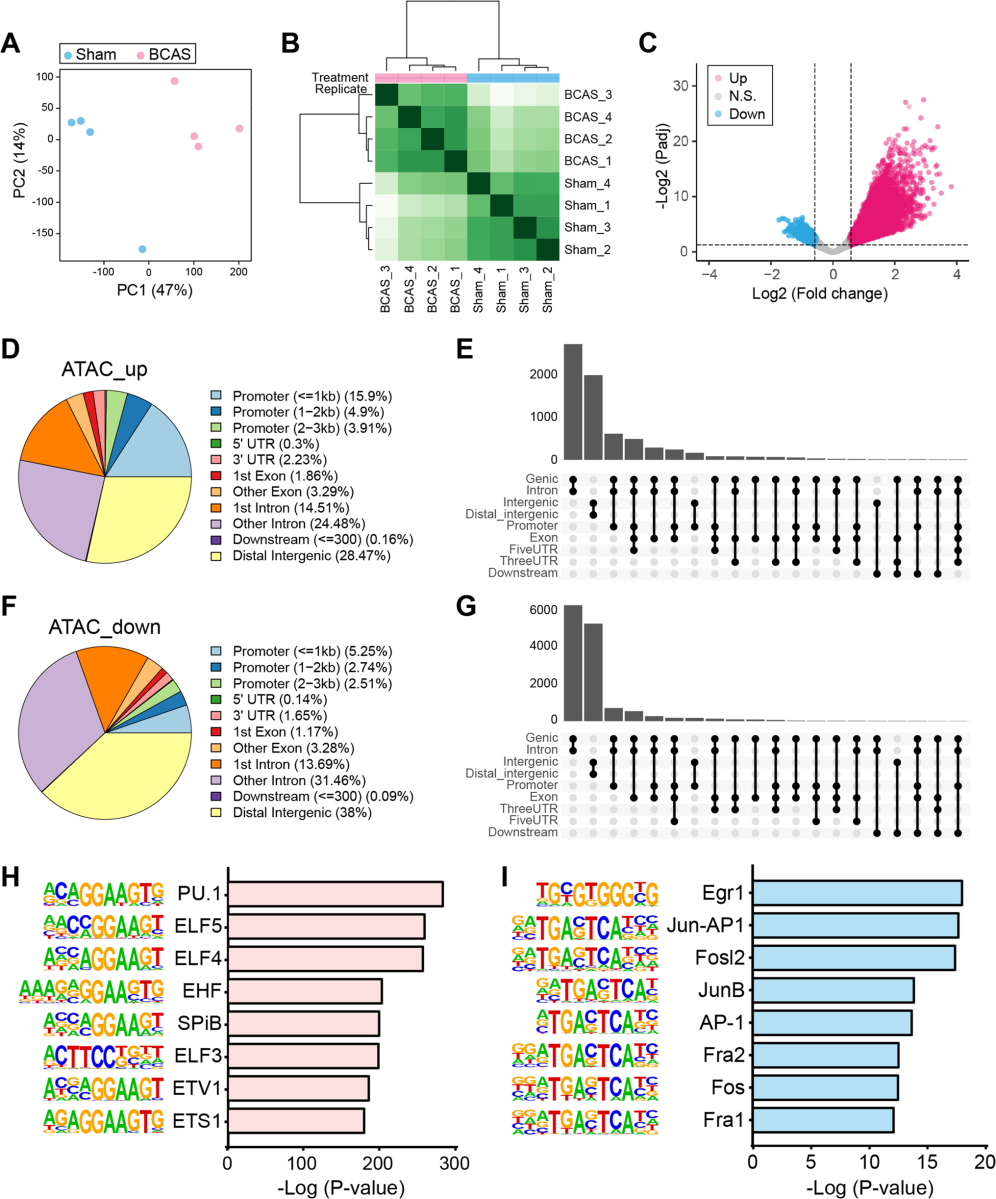
Cortex-specific alterations of chromatin accessibility following BCAS hypoperfusion. **A** PCA plot of ATAC-seq using isolated cerebral cortex from mice exposed to sham and BCAS operation. *N*=4 for each group. **B–C** The clustered heatmap and volcano plot show differential ATAC-seq signals in the cortex after BCAS hypoperfusion. Pink dot, up-regulated loci (Up); Blue dot, down-regulated loci (Down); Gray dot, non-significant loci. FDR < 0.05. **D** Genome annotations for up-regulated ATAC-seq loci. **E** Upset plots that show the overlap of accessible regions for up-regulated loci across genomic features. **F** Genome annotations for down-regulated ATAC-seq loci. **G** The overlap of accessible regions for down-regulated loci across genomic features. **H–I** Homer de novo motif prediction for up- and down-regulated loci

### Validation of CCH-induced Cortex-specific Gene Expression and Chromatin Accessibility Changes by qRT-PCR

In order to obtain the functional information on the above peak, the peak-related genes were identified, annotated, and enriched. The joint analysis of differential peak-related genes and DEGs in RNA-seq showed that the shared DEGs were mainly up-regulated (Fig. 7A–B), and the differentially up-regulated genes between the two accounted for 15% (a total of 429 genes). 

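Of the 429 up-regulated genes that the paper lists in Table S5 as shared by RNA-seq and ATAC-seq, 400 were tested for peak coverage, and the covered length rose at 139 of them and fell at 0 (limma; 257 and 0 at an unadjusted p under 0.05). Adjusted over the list alone, 241 rose, but the study chose the genes on these samples, so that the count is not independent evidence of their direction. The log2 fold change was positive at 379 of the 400, with a median of 0.44. Irf8, a transcription factor of microglia and other myeloid cells, was among those that rose (log2 fold change 0.58, SE 0.13, adjusted p = 0.0202), although its promoter window alone gave -0.02 and it did not pass without sham 1, 2 or 3 or BCAS 2, 3 or 4 (0.53 to 0.57, adjusted p = 0.0535 to 0.0623). Csf1r, the receptor on which microglia depend for survival, did not pass the test (0.63, SE 0.18, adjusted p = 0.0656) unless sham 4 was left out (0.85, adjusted p = 0.00133). Promoters of the listed genes held 63.6 ± 4.29 of every 10000 peaks in BCAS and 43.1 ± 4.15 in sham (exact two-sided permutation test, p = 0.0286, adjusted p = 0.105 over 22 lists), a difference of 17.6 and 16.1 within the read GC classes of 48 to 49% and 46%. With the read GC class as a covariate, the length rose at 69 of these genes, and without scaling at 67.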

The above differential genes were subjected to the GO knowledgebase for function enrichment analysis (Fig. 7C). Functional annotation of the differential up-regulated genes after BCAS hypoperfusion showed enrichment of molecular functions involved in “microglia pathogen phagocytosis pathway.” 

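Of 38 tested genes of microglial phagocytosis, the covered length rose at 15 and fell at 0 (limma; 24 and 0 at an unadjusted p under 0.05), and 24 rose when adjusted over the list alone. The log2 fold change was positive at 35 of the 38, with a median of 0.51. Besides 8 genes of the pathway that the paper tested by qRT-PCR, the covered length rose at the receptor Trem2 (log2 fold change 0.68, SE 0.15, adjusted p = 0.0184), its signaling adaptor Tyrobp (1.14, SE 0.23, adjusted p = 0.00947), the GTPase Rac2 (1.55, SE 0.33, adjusted p = 0.0122) and the inhibitory sialic acid receptor Siglece (1.59, SE 0.33, adjusted p = 0.0119). It rose too at the kinase subunit Pik3cb (0.46), the exchange factor Vav1 (0.61) and the adaptor Lat2 (0.63). These 7 genes were named after their values were seen. The receptor Trem1 (1.23, adjusted p = 0.0600) and the Fc receptor chain Fcer1g (0.69, adjusted p = 0.0576) did not pass, and the complement genes C1qa, C1qb and C1qc had values of 0.01, 0.15 and -0.04. Promoters of the list held 6.10 ± 0.654 of every 10000 peaks in BCAS and 4.68 ± 0.586 in sham, which did not pass an exact two-sided permutation test (p = 0.0571), with differences of 0.804 and 0.957 within the read GC classes of 48 to 49% and 46%. At 22 microglial marker genes outside the list, 22 log2 fold changes were positive. With the read GC class as a covariate 9 of the 38 rose, and without scaling to the library's total 6.

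**Figure D2:**
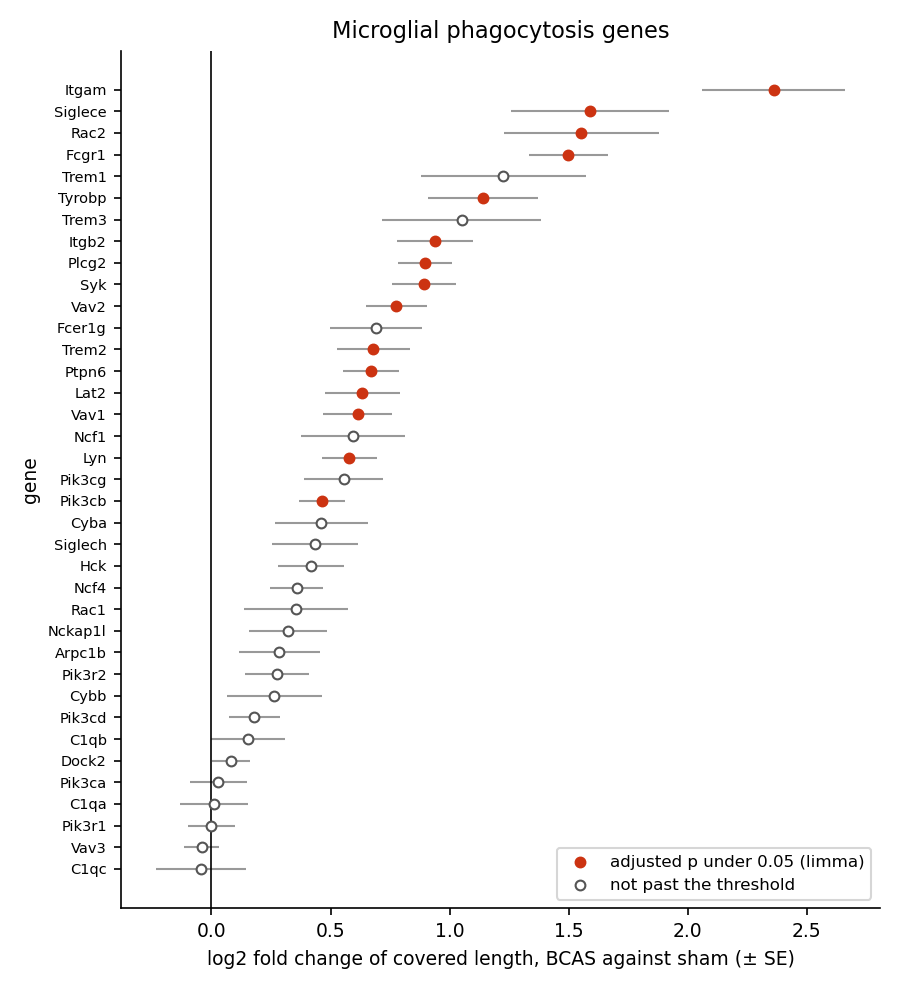
Log2 fold change of the length covered by peaks, BCAS over sham, at tested genes of microglial phagocytosis (horizontal axis). Points are estimates from 4 sham and 4 BCAS libraries and bars give the SE; the 15 genes in red, from Pik3cb (0.46) to Itgam, have an adjusted p under 0.05.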

To detect the expression of genes highly enriched in the microglia phagocytosis-related signaling pathway, including *Itgam*, *Syk*, *Ptpn6*, *Fcgr1*, *Lyn*, *Plcg2*, *Pik3cg*, *Itgb2*, *Vav2*, and *Ncf2*, qRT-PCR analysis was performed on isolated nuclei from the cerebral cortices of sham and BCAS mice. Compared with the sham group, BCAS hypoperfusion induced higher mRNA levels related to these genes (Fig. 7D). Furthermore, the mRNA expression levels of transcription factors ELF4 and SPI1 (also known as PU.1) annotated by motif analysis were significantly increased in the BCAS group (Fig. 7D). These results were consistent with the findings of our ATAC-seq analysis.

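Among the phagocytosis genes that the paper measured, the covered length rose at 8 in the BCAS cortex. Itgam, which encodes the integrin subunit CD11b of microglia (chromosome 7 from 128062640 to 128118491), held 1152 ± 522 bp in BCAS and 63.0 ± 126 bp in sham, where sham 3 alone had a peak (log2 fold change 2.36, SE 0.30, adjusted p = 4.13e-04). Fcgr1, a high-affinity receptor for IgG (chromosome 3 from 96282909 to 96293969), held 1102 ± 154 and 241 ± 27.1 bp (1.50, SE 0.17, adjusted p = 1.66e-04). Itgb2, the partner of CD11b (chromosome 10 from 77530252 to 77565708), held 2815 ± 260 and 1316 ± 369 bp (0.94, SE 0.16, adjusted p = 0.00307). The kinase Syk, which transmits signals of these receptors (chromosome 13 from 52583173 to 52648792), held 2794 ± 514 and 1358 ± 409 bp (0.89, SE 0.13, adjusted p = 0.00140). The phospholipase Plcg2 (0.90, adjusted p = 3.6e-04), the exchange factor Vav2 (0.78, adjusted p = 0.00236), the phosphatase Ptpn6 (0.67, adjusted p = 0.00347) and the kinase Lyn (0.58, adjusted p = 0.00854, but -0.01 in its promoter window alone) rose too. The kinase subunit Pik3cg (0.55, adjusted p = 0.0802, and 0.0410 without sham 4) and Ncf4, a subunit of the NADPH oxidase of phagocytes (0.36, adjusted p = 0.0913, and -0.09 in its promoter window alone), did not pass the test. Of the transcription factors, Elf4 rose (chromosome X from 48411046 to 48463132, 3515 ± 154 and 2215 ± 279 bp, 0.55, SE 0.10, adjusted p = 0.00660). Spi1, which encodes PU.1 (chromosome 2 from 91082390 to 91115756), did not pass (3058 ± 498 and 2685 ± 302 bp, 0.09, SE 0.11, adjusted p = 0.831). The 8 genes and Elf4 passed without any single library, and with the read GC class as a covariate Lyn no longer passed. BCAS-only regions covered the TSS of Itgam (128062536 to 128062800) and of Itgb2 (77530069 to 77530539), and others lay at Fcgr1 (96293194 to 96293675 and 96293797 to 96294371) and Syk (52596721 to 52597043). The region at the TSS of Itgb2 held motifs of PU.1, ELF4 and ETS1, with the PU.1 motif at 77530302 to 77530309 on the minus strand, where the reverse complement of the reference reads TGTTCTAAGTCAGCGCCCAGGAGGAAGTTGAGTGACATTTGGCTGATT (77530282 to 77530329).

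**Figure D3:**
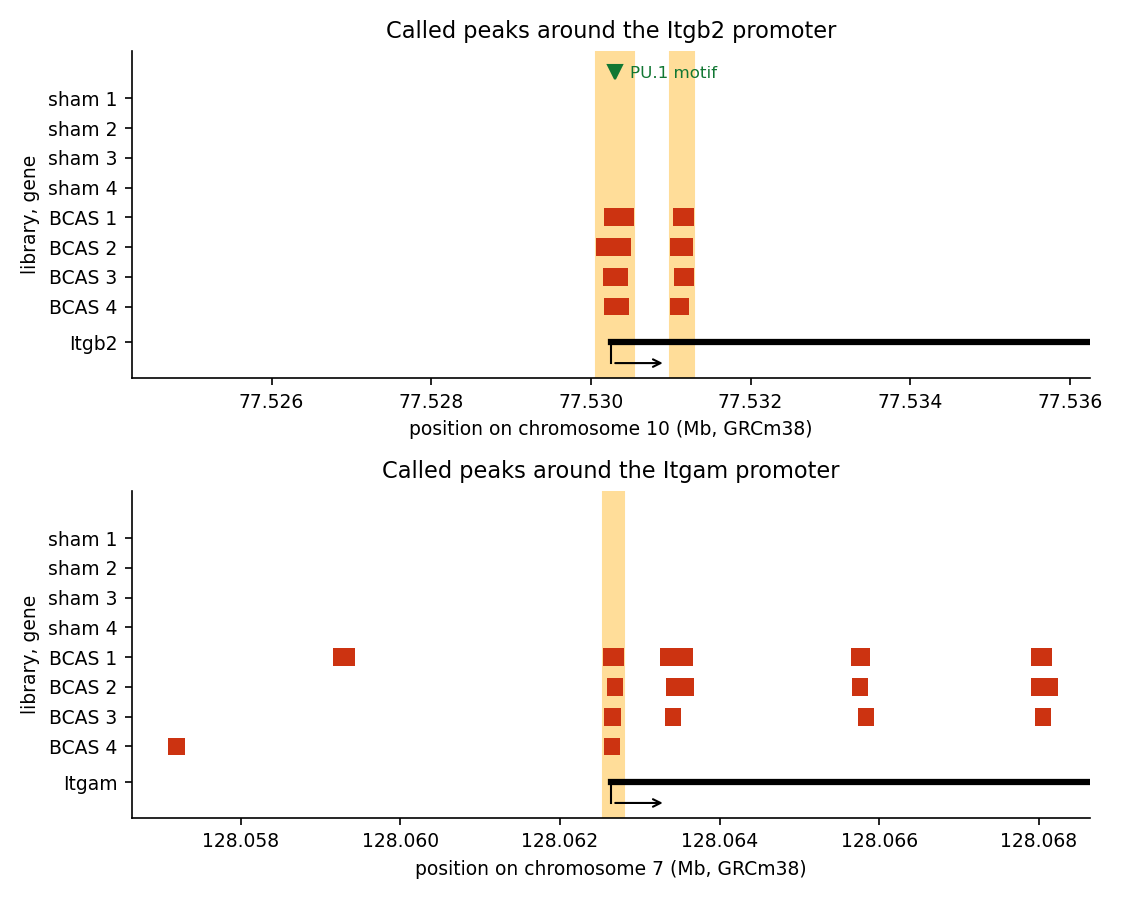
Called peaks around the TSS of Itgb2 (chromosome 10) and Itgam (chromosome 7) against position in GRCm38 (horizontal axis, bp), with 1 track for each of the 4 sham and 4 BCAS libraries. Bars are peaks, BCAS-only regions are shown in orange, and the triangle marks the PU.1 motif at 77530302 to 77530309; only BCAS libraries have peaks in the windows shown.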

**Fig. 7:**
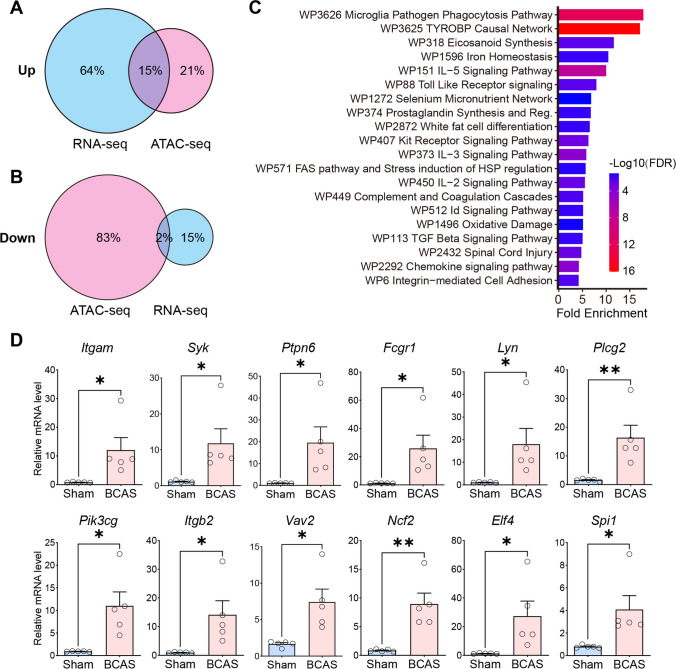
GO analysis of gene expression and chromatin accessibility changes after BCAS hypoperfusion. **A–B** Venn diagrams of up-regulated and down-regulated genes from integrative analysis of both RNA-seq and ATAC-seq data. The blue color represents the DEGs of RNA-seq analysis, and the red color represents the closest peak related genes of ATAC-seq analysis. **C** The GO functional enrichment analysis of up-regulated genes shared by RNA-seq and ATAC-seq data. **D** Validation of differential gene expression by quantitative RT-PCR on isolated nuclei from cerebral cortex of sham and BCAS mice. Expression of mRNA indicated as relative expression compared to the housekeeping gene *Gapdh*. Up-regulated genes involved in “Microglia pathogen phagocytosis pathway” *(Itgam*, *Syk*, *Ptpn6*, *Fcgr1*, *Lyn*, *Plcg2*, *Pik3cg*, *Itgb2*, *Vav2*, *Ncf2*) and “Representative transcription factors binding motifs for the ATAC_up loci” (*Spi1*, *Elf4*). Data are expressed as mean ± SEM. Unpaired *t* test (two-tailed), *p ˂ 0.05, **p ˂ 0.01 versus sham. *N* = 5 mice for each group

### Verification of the Upstream Core Regulatory Factor PU.1 Induced by BCAS Hypoperfusion

From the results of the RNA-seq and ATAC-seq analysis, the chromatin accessibility changes induced by BCAS hypoperfusion were shown to be closely related to microglial activation, and it was shown that PU.1, encoded by *Spi1*, plays a significant role in cortical injury and microglial activation caused by CCH. 

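Markers of microglia had a positive median change in covered length, while the medians of neuronal, astrocyte and oligodendrocyte markers lay near 0. Of 30 microglial markers, the covered length rose at 9 and fell at 0 (limma; 15 and 0 at an unadjusted p under 0.05; 14 rose when adjusted over the list alone), with a median log2 fold change of 0.42 and positive values at 29. Examples, named after their values were seen, were Gpr34, a lipid receptor of microglia (1.44, SE 0.30, adjusted p = 0.0108), the selectin ligand Selplg (0.95, SE 0.21, adjusted p = 0.0172) and the protease Ctss (1.13, SE 0.28, adjusted p = 0.0310). The homeostatic markers P2ry12 (0.18) and Cx3cr1 (0.13) did not pass. Of 23 genes of disease-associated microglia, which partly overlap with that list, 7 rose and 0 fell (14 and 0 at an unadjusted p under 0.05; 10 rose when adjusted over the list alone), with a median of 0.26. Microglial markers that rose numbered 5 without sham 2, sham 3 or BCAS 4, 4 without BCAS 2 and 3 without BCAS 3, and those of disease-associated microglia 4 without BCAS 3. Among them were the protease Ctsd (1.10, adjusted p = 5.05e-04), the lysozyme Lyz2 (1.65, adjusted p = 0.00137) and the protease inhibitor Cst7 (1.203). None of 20 astrocyte, 19 excitatory neuron, 17 inhibitory neuron and 18 endothelial markers was called by limma, with medians of 0.04, -0.06, -0.01 and 0.12. At an unadjusted p under 0.05, limma gave 0 higher and 0 lower astrocyte, 1 and 2 excitatory, 1 and 1 inhibitory and 5 and 0 endothelial markers. Without sham 4 or BCAS 4, 1 endothelial marker was called higher. Of 18 oligodendrocyte markers 1 rose, Mal, a protein of myelin named after its value was seen (0.80, adjusted p = 0.0370), and 0 fell, with a median of -0.02. Without sham 1 or 2 or BCAS 1, 2 or 3 it was not called. Promoter peaks of microglial markers made up 4.37 ± 0.243 of every 10000 peaks in BCAS and 3.01 ± 0.505 in sham, and those of disease-associated microglia 3.42 ± 0.268 and 2.32 ± 0.202 (exact two-sided permutation test, p = 0.0286 each, adjusted p = 0.105). Within the read GC classes of 48 to 49% and 46%, these differences were 1.28 and 0.734 for microglia and 0.856 and 1.03 for disease-associated microglia. The same measure was 2.64 ± 0.297 and 2.66 ± 0.376 for astrocytes (exact permutation p = 0.971) and 2.57 ± 0.176 and 2.74 ± 0.488 for oligodendrocytes (p = 0.514). It was 3.41 ± 0.288 and 3.47 ± 0.180 for excitatory neurons (exact permutation p = 0.743) and 2.16 ± 0.174 and 2.04 ± 0.130 for inhibitory neurons (p = 0.314). For endothelial cells it was 1.80 ± 0.278 and 1.38 ± 0.272 (exact permutation p = 0.0571). With the read GC class as a covariate, 2 of the 30 microglial markers rose. The paper states that the changes in accessibility were closely related to microglial activation and that PU.1 plays a significant role in it.

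**Figure D4:**
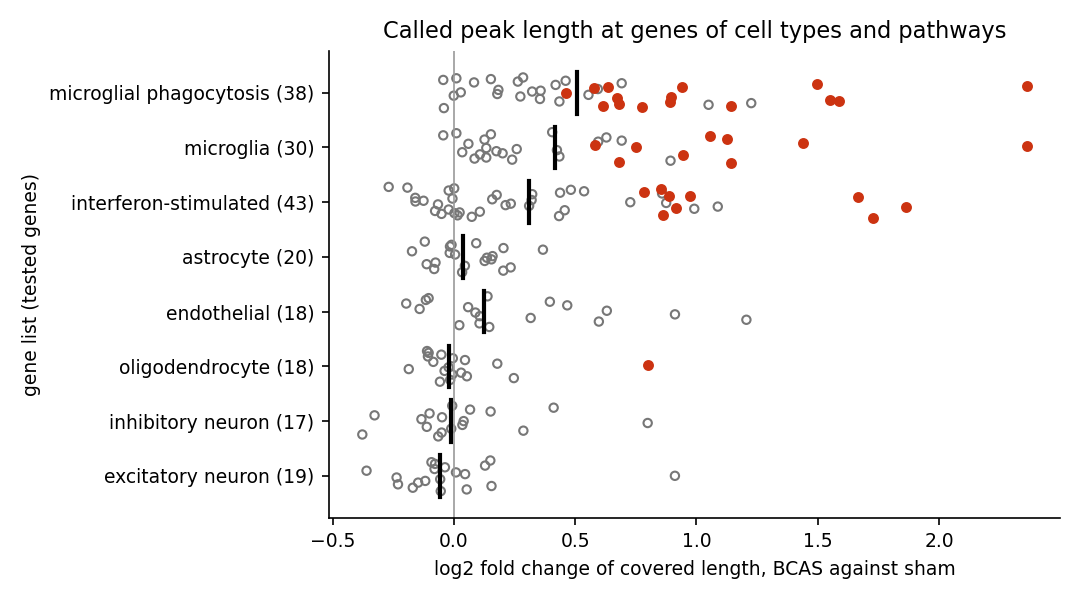
Log2 fold change of the length covered by peaks, BCAS over sham (4 libraries each), at the tested genes of 8 lists. Each point is a gene, filled in red where the adjusted p from limma is under 0.05, and bars give the medians, 0.51 for phagocytosis and 0.42 for microglia against 0.04 for astrocytes and -0.06 for excitatory neurons.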

Recent studies have shown that researchers have performed cortex-specific single-nuclei RNA sequencing (snRNA-seq) following BCAS hypoperfusion (GSE229259) [30]. Given this, we considered further joint analysis with our dataset. The analysis strategy is shown in Fig. 8A. After combining our cortex-specific bulk RNA-seq and ATAC-seq analysis (GSE210666, GSE215893), we analyzed the shared DEGs between the two, then we conducted cell type enrichment analysis on the shared DEGs with the snRNA-seq dataset. Interestingly, we found that shared up-regulated DEGs from cortex-specific RNA-seq and ATAC-seq were enriched in microglia as well as down-regulated DEGs were enriched in neuron (Fig. 8B–D). Immunofluorescent staining revealed that cerebral hypoperfusion resulted in increased expression of PU.1 in the cerebral cortices on the 0.16 mm stenosis side of BCAS mice than other groups (Supplementary Fig. 4). In addition, the laser scanning confocal images showed colocalization of PU.1 with Iba-1 (Fig. 9A–C). Quantitative analysis demonstrated that the number of PU.1+Iba1+ cells was significantly higher on the 0.16 mm stenosis side of BCAS mice than other groups (Fig. 9D–F). More importantly, as shown in Supplementary Table 6, upstream analysis was conducted on the shared DEGs between cortex-specific bulk RNA-seq and ATAC-seq. 

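At the promoters of the up-regulated genes that Table S5 lists as shared, 9.23% ± 0.141 of BCAS peaks and 6.31% ± 1.55 of sham peaks held the PU.1 motif, and 4.63% ± 0.336 and 2.89% ± 0.708 held the IRF1 motif. The composite of PU.1 with an IRF site was found in 5.07% ± 0.403 and 3.196% ± 0.760 of these peaks. Each difference had an exact two-sided permutation p of 0.0286, over 432 to 943 such peaks per library. Leaving out any single BCAS library gave an exact permutation p of 0.0571 for PU.1 and for the composite. At the promoters of all other genes, PU.1 was found in 2.73% of BCAS and 2.04% of sham peaks (exact permutation p = 0.0286). The composite was found there in 2.02% and 1.61% (exact permutation p = 0.0286) and IRF1 in 1.83% and 1.69% (p = 0.0857; 0.0286 with lists of equal length). At the promoters of the shared down-regulated genes, with only 64 to 80 peaks per library, PU.1 was found in 3.11% ± 1.26 and 2.60% ± 2.66 of peaks (exact permutation p = 0.743). IRF1 was found there in 0.391% ± 0.781 of BCAS and 3.04% ± 1.08 of sham peaks (exact permutation p = 0.0571; 0.0286 with lists of equal length), and the composite in 1.301% ± 1.50 and 2.417% ± 0.666 (p = 0.286; 0.0286 with lists of equal length). These shares were added after the data had been seen, and the genes were chosen by the study on the same samples.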

Results revealed that both PU.1 and interferon regulatory factor-1 (IRF1) can regulate the DEGs induced by BCAS hypoperfusion as well as the ability of PU.1 to bind with promoter regions of the shared DEGs. These findings are significant, as they indicate that interaction between microglial PU.1 function and IFN response may regulate a sequence of immune inflammatory events after CCH.

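Among interferon-stimulated genes, the covered length rose at 9 of 43 tested loci in the BCAS cortex and fell at 0 (limma; 20 and 0 at an unadjusted p under 0.05; 17 rose when adjusted over the list alone), with a median log2 fold change of 0.31 and positive values at 32. Without BCAS 1, 5 rose. Gbp2, an interferon-induced GTPase that the paper stained (chromosome 3 from 142620602 to 142638008), held 920.5 ± 119 bp in BCAS and 420.0 ± 53.3 bp in sham (0.78, SE 0.17, adjusted p = 0.0154). A BCAS-only region at its TSS, from 142620480 to 142620836, held motifs of IRF1 and NF-kB. Gbp2 did not pass without BCAS 4 (0.68, adjusted p = 0.0674) or with the read GC class as a covariate. Other examples, named after their values were seen, were the nucleic acid sensors Zbp1 (1.73, SE 0.29, adjusted p = 0.00302) and Ddx58 (0.86), the GTPase Gbp9 (0.97) and Oasl2 (0.91). Oasl1 was listed at 0 bp in every sham library and held 622 ± 464 bp in BCAS. Ifnb1, which encodes IFN-β (chromosome 4 from 88522025 to 88522774), was listed at 0 bp in every sham library and held 246 ± 21.3 bp in BCAS (exact two-sided permutation test, p = 0.0286), in a BCAS-only region upstream of the gene from 88523321 to 88523611. The factor Irf1 (0.10, adjusted p = 0.864) and the antiviral membrane protein Ifitm3 (0.73, adjusted p = 0.243) did not pass the test. In BCAS-only regions, the PU.1-IRF composite motif was found in 294 regions (9.17%, against 2.58% of matched regions, ratio 3.56) and IRF1 in 4.34% against 2.37% (ratio 1.83, Fisher's exact test over regions, adjusted p = 2.09e-09). Promoter peaks of the list made up 4.92 ± 0.445 of every 10000 peaks in BCAS and 4.16 ± 0.343 in sham, which did not pass an exact two-sided permutation test (p = 0.0571), with differences of 0.149 and 0.937 within the read GC classes of 48 to 49% and 46%. Microglial markers moved in the same direction, with quartiles of 0.13 and 0.74 for their log2 fold change.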

**Fig. 8:**
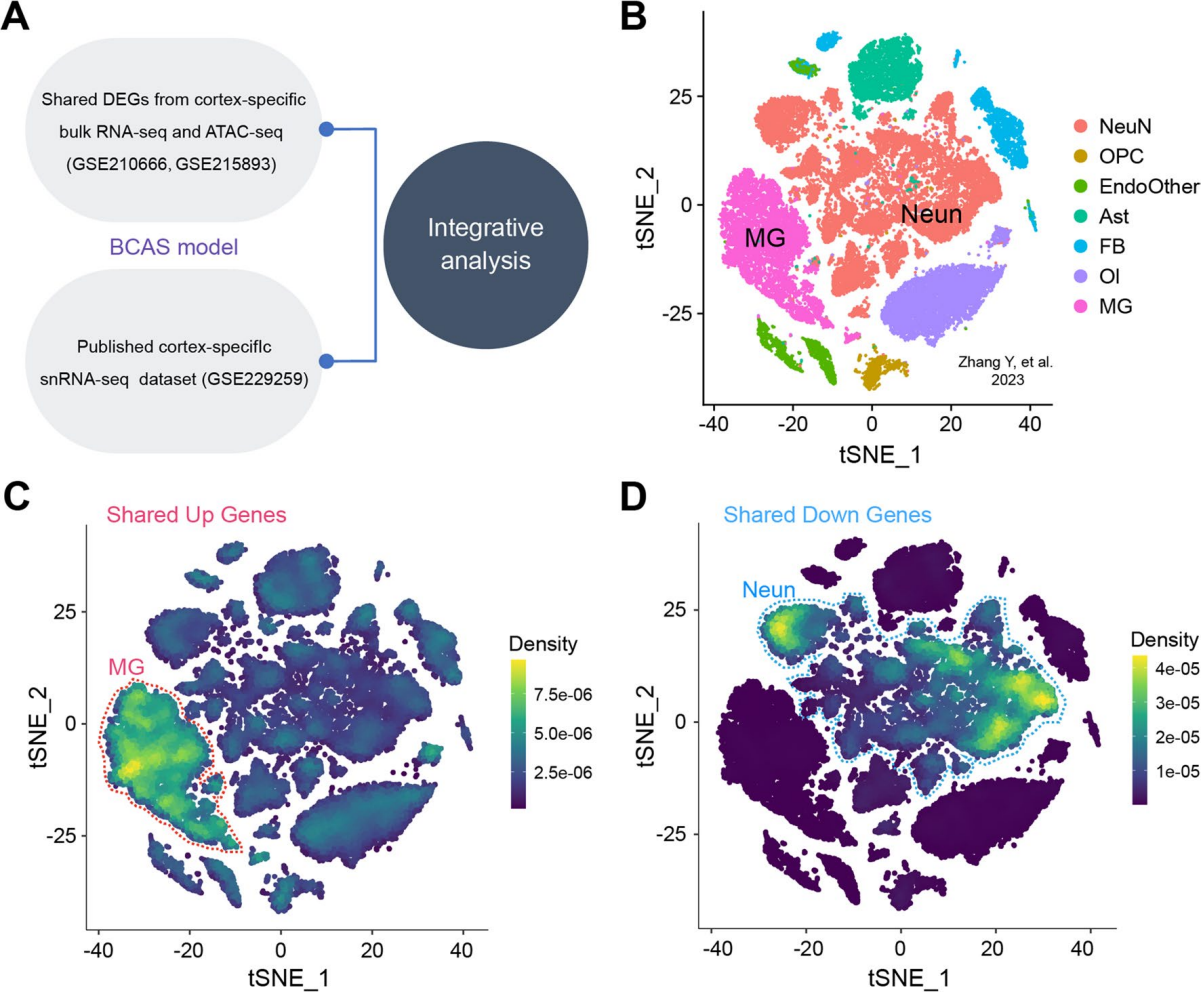
Shared up-regulated DEGs from cortex-specific RNA-seq and ATAC-seq were enriched in microglia. **A** The analysis strategy. **B** T-distributed stochastic neighbor embedding (t-SNE) plot shows all single-nuclei colored by cell types using published data (Zhang, Y. et al., 2023, J Neuroinflammation). **C–D** t-SNE plots show the enrichment of snRNA-seq for shared “Up_genes” and “Down_genes” by using irGSEA analysis with the *UCell* algorithm, respectively. Visualized genes are DEGs from cortex-specific RNA-seq and ATAC-seq dataset in our study. Notice the enrichment of up-regulated genes in cluster of “MG” and down-regulated genes in cluster of “Neun.” Neun neuron, MG microglia, Ast astrocyte, OI oligodendrocyte, OPC oligodendrocyte precursor cell, FB fibroblast, EndoOther endothelial cell and other cell

**Fig. 9:**
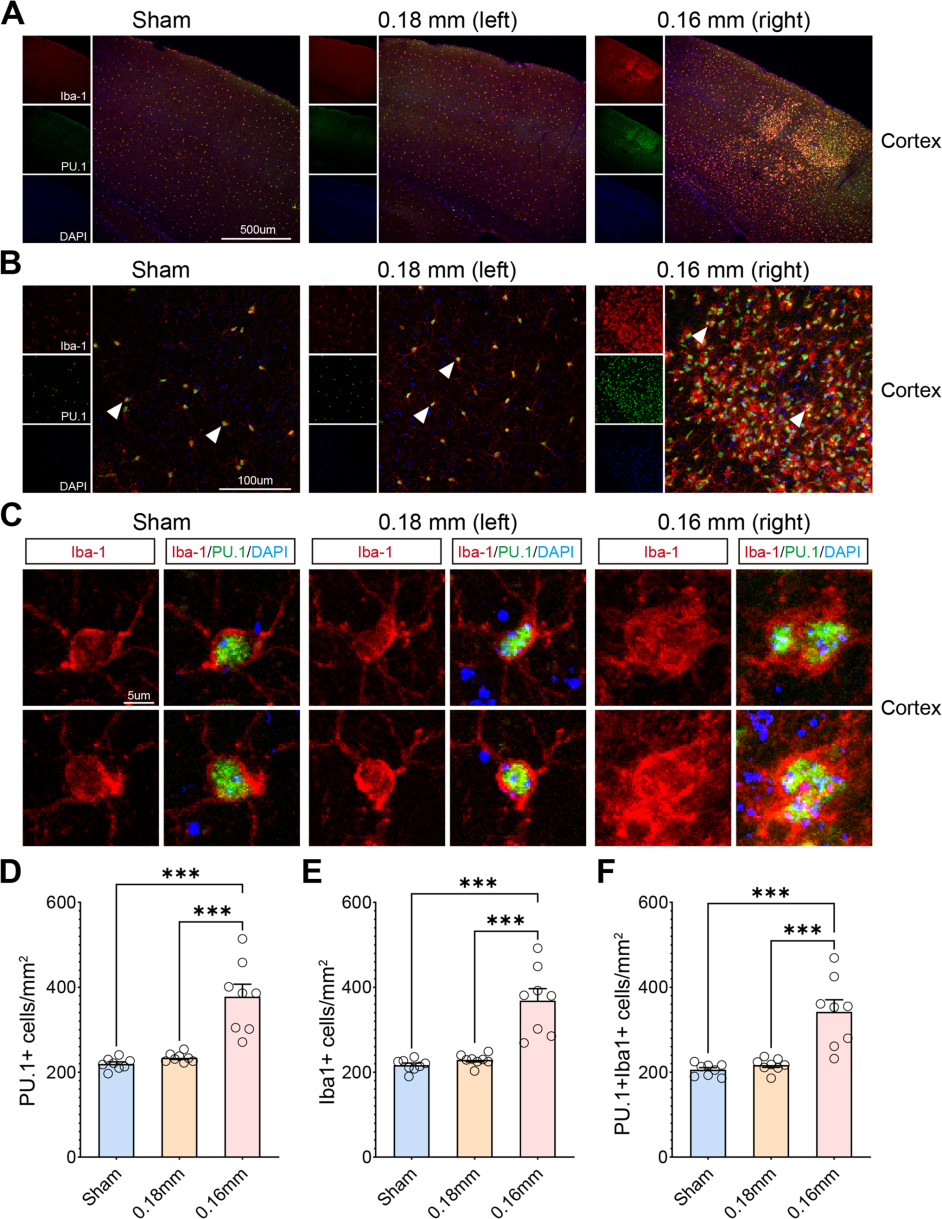
Increased number and activated morphology in Iba1+PU.1+microglia in the cerebral cortex of BCAS mice. **A** Representative confocal immunofluorescence images of PU.1/Iba-1 co-staining of the cerebral cortex in sham and BCAS groups (10 ×). **B** Representative confocal images of PU.1/Iba-1 co-staining of cortical region in both sham and BCAS groups (40 ×). *N* = 8 mice/group. **C** High-magnification fields (arrow areas) show colocalization of PU.1 (green) with Iba-1 (red). **D–F** Quantification of PU.1+ cells/mm^2^, Iba1+ cells/mm^2^, and PU.1+Iba1+ cells/mm^2^, respectively. Notice the number of PU.1+Iba1+ cells was significantly higher on the 0.16 mm stenosis side of BCAS mice than other groups. One-way ANOVA test. Error bars represent mean ± SEM. ***p < 0.001

## Discussion

In this study, we investigated and verified the cellular and molecular mechanisms of chronic hypoperfusion-induced brain injury from the transcriptome level. Our research revealed that the up-regulated genes induced by BCAS hypoperfusion were specifically enriched in microglia by integration with scRNA-seq data, and that IFN-β signaling is involved in regulating microglial activation induced by CCH. Integrated analysis of ATAC-seq and RNA-seq showed that microglia pathogen phagocytosis response is a critical factor in CCH-induced brain injury. Analysis of TFs identified a key TF, PU.1 (encoded by *Spi1* gene), which is the upstream core regulator of IFN-β signaling in microglia activation caused by BCAS hypoperfusion.

Numerous rodent models have been developed that mimic features of VCI [5]. Because of the general, or at least local, reduction in CBF in elderly patients with VCI, a CCH model has been established in rats, gerbils, and mice to characterize these persistent cerebral ischemia features in humans [31–33]. Notably, the BCAS mouse model has been evaluated and determined to be one of the most germane rodent models of CCH, and various researches have used the BCAS animal model to investigate potential therapeutics for VCI [34, 35]. Studies have shown that after BCAS surgery with bilateral 0.16 mm inner diameter microcoils, the CBF decreased to (51.4 ± 11.5)% at 2 hours after operation, and the mortality rate was about 75% at 14 days after the operation. Although this procedure can cause gray matter lesions, bilateral 0.16 mm stenosis lowers survival rates in mice, which limits its wide application [36]. In addition, BCAS model with bilateral 0.18 mm microcoils reduced the CBF to (67.3 ± 18.5) % at 2 hours after the operation, and the mortality rate at 14 days post-surgery was about 15%. Although this procedure has a high survival rate, the bilateral 0.18 mm BCAS model causes only white matter lesions and does not cause significant gray matter damage [37–39]. Subsequently, researchers have used the modified BCAS model, that is, the 0.16/0.18 mm BCAS model, which can cause asymmetric ischemia in the left and right hemispheres [40]. The postoperative mortality rate of this model is low (close to 20%), and asymmetric ischemia is a better representation of the actual state of clinical disease [20]. The researchers also found that the 0.16/0.18 mm BCAS model can cause diffuse infarction on the 0.16 mm stenosis side, cause clearly evident histological damage to gray matter with glial activation, and more accurately simulate the pathological process of CCH in humans. In our research, the results of postoperative behavioral analysis, histological staining, and immunofluorescence staining all verified this model. By using 0.16/0.18 mm microcoils to induce BCAS hypoperfusion, chronic cerebral ischemia can be more accurately simulated, and a stable and effective hypoperfusion mouse model can be established. In our study, microinfarction or mild to moderate infarction was observed histologically at 3 weeks after BCAS hypoperfusion, and infarction-like lesions were scattered throughout the whole brain, which was consistent with the results of previous studies [15, 40]. Furthermore, several previous studies have shown that the activation of microglia and the release of inflammatory cytokines reaches a peak in the middle and late stage of ischemic injury, and then decreases gradually [41]. Since clearly evident brain injury and microglial activation were observed 3 weeks after BCAS operation, we chose this point in time for subsequent experiments in order to explore the important cellular and molecular signaling pathways and key regulatory factors associated with CCH.

One of the most important aspects of this study was the investigation of IFN-β signaling in regulating microglial activation induced by CCH. While the significant role of type I interferon (IFN-I) signaling in fighting central nervous system infections is well recognized [42, 43], the role and underlying cellular mechanisms in CCH are not yet well understood. Interestingly, the activation of the IFN-I signaling pathway has been determined as a factor in a variety of animal models of brain disorders [44, 45]. Several studies have shown that IFN-I can promote the release of pro-inflammatory factors and participate in regulating brain injury, thereby affecting the interaction between different cell types in the brain [14, 46]. In a recent study, microglia were taken from the brain tissue of a typical traumatic brain injury (TBI) mouse model, RNA-seq was performed, and the researchers found that the gene sets of “IFN-I signaling” and “MHC class I antigen presentation pathway” were significantly enriched after TBI [14]. This shows that IFN-I response participates in the regulation of TBI-induced phenotypic changes in microglia. Also, microglia-specific transcriptional changes indicated the importance of cell-type specific analysis of brain cells after brain injury and can help to identify new targeted therapies. In addition, other studies have found that IFITM3 (IFN-induced protein) can play a similar role to γ-secretase regulatory protein through neuroinflammatory mechanics [47], and IFITM3 can also be considered a new molecular target of IFN-β signaling involved in regulating microglia reactivity to various inflammatory responses [48]. Research has shown that microglial bridging integrator 1 (BIN1) function regulates IFN-I response and participates in regulating disease-associated microglia (DAM) phenotypes [49]. Our study also verified the importance of IFN-β signaling molecules in reactive microglia induced by BCAS hypoperfusion, which is consistent with previous studies.

Several molecules in the guanylate-binding protein (GBP) family are induced by IFN signals, including GBP2, which is considered to be a marker of IFN signaling response [50]. A previous study has shown colocalization of GBP2 and Iba-1 in the cerebral cortex by immunofluorescence staining in a rat model of TBI-induced brain injury, and that the increased expression level of GBP2 was mainly related to activated microglia [51]. These results suggest that GBP2 may play an important role in the activation of microglia after brain injury. In our study, through the integration analysis of bulk RNA-seq data and scRNA-seq data, it was found that CCH-induced up-regulated genes were specifically enriched in microglia, and laser scanning confocal observation also confirmed the colocalization of GBP2 with activated microglia. We speculate that IFN signaling and response participate in regulating microglial activation induced by CCH.

The growth and differentiation of microglia are regulated by a variety of factors, including colony-stimulating factor 1 receptor (CSF1R), PU.1, and IRF8 [52, 53]. PU.1, a member of the ETS family of TFs, is dynamically expressed in neutrophils, mast cells, and microglia/macrophages, and can regulate the proliferation and differentiation of hematopoietic stem cells and play an important role in regulating immune response [54]. Recent research has reported that the transcription factor PU.1 is critical for viability and function of human brain microglia [55]. Also, PU. 1 regulates the expression of several microglial genes, and lower PU.1 expression in myeloid cells could delay aged-associated neurodegenerative diseases onset [49]. Therefore, as a significant regulator in the development and proliferation of microglia, the expression of PU.1 protein can be affected by changes in the functional phenotype of microglia. Interestingly, in our study, immunofluorescence staining showed that the expression level of PU.1 was greatly increased and colocated with Iba-1 induced by BCAS hypoperfusion. Therefore, PU.1, as a core TF, participates in regulating microglial activation induced by CCH. These results are of great significance, as they indicate that PU.1 may be the upstream core regulator in CCH-induced microglial activation. The regulatory relationship between PU.1 and IFN signal is not yet definitive based on current research results. However, our previous work confirmed the role of the IFN signal in regulating BCAS hypoperfusion state [15]. Up-regulated gene expression caused by BCAS hypoperfusion was closely related to IFN signaling in microglia (Figs. 4 and 5). Also, our multi-omics analysis demonstrated that PU.1 plays a central regulatory role in BCAS hypoperfusion-induced microglial activation. More importantly, studies have shown that there are co-regulatory effects between transcription factors PU.1, interferon regulatory factor 1 (IRF-1) and interferon consensus sequence-binding protein (ICSBP). Serine 148-phosphorylated PU.1 increases gp91(phox) expression by interacting with both IRF-1 and ICSBP [56, 57]. Thus, we speculate that interaction between microglial PU.1 function and IFN-I response may regulate a sequence of immune inflammatory events after BCAS hypoperfusion. In short, our study investigated cortex-specific gene expression alterations induced by BCAS hypoperfusion as well as the regulatory mechanics involved in these changes through multi-omics integrated analysis. It will be of great significance to investigate how these IFN-mediated neuroimmune responses participate in the detailed molecular mechanisms of microglial activation caused by chronic cerebral ischemic injury.

In summary, the effect of chromatin accessibility on gene expression was verified through integration analysis of RNA-seq and ATAC-seq, and the molecular mechanism of gene expression regulated by the key regulator was researched. Our study reveals the complex regulatory mechanics of IFN signaling-mediated neuroimmune processes following CCH at the levels of chromatin, TFs, and genes, and shows that PU.1 may be the core of this regulator network. These results provide a specific target for the early intervention of neuroimmune response after CCH.

## Conclusions

We investigated the gene expression and transcriptional regulation alterations profile underlying CCH using BCAS model. The results indicated distinct cell types in the cortex responded to BCAS hypoperfusion differentially with the transcriptional activation occurring primarily in “microglia” as well as repression in “S1 Pyramidal.” Up-regulated gene expression was related to IFN-I signaling in microglia. It is novel to compare the distinct enrichment of DEGs in brain cell types following CCH.

### Limitations of the Study

Although our study provides a new dataset of cortex-specific chromatin and transcriptomic profiling after BCAS hypoperfusion in mice, it has some limitations. First of all, this study demonstrated that the changes of cortex-specific transcriptome are closely related to microglia, so the cell-type specific transcriptome alterations induced by BCAS hypoperfusion merit further research. Secondly, future studies are needed to clarify whether IFN-β signaling molecules, such as IFITM3, have the ability to regulate the microglia phenotype following CCH-induced brain injury. In the future, we plan to further experiment by blocking or knocking out the key effector molecules of IFN-β signaling, and it will be interesting to observe the effects of these alterations on microglia, neuron phenotype, and animal behavior function in vivo and in vitro. The follow-up work is expected to explore the more complex mechanics of BCAS hypoperfusion, in order to provide insights regarding the development of related drug targets and clinical treatment.

### Supplementary information

ESM 1

ESM 2

ESM 3

ESM 4

ESM 5

ESM 6

ESM 7

## Data Availability

The datasets provided in this study can be found in the online repository. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210666. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE215893.

## Abbreviations

CCH: Chronic cerebral hypoperfusion
VCI: Vascular cognitive impairment
BCAS: Bilateral common carotid artery stenosis
RNA-seq: RNA-sequencing
DEGs: Differentially expressed genes
scRNA-seq: Single-cell RNA sequencing
ATAC-seq: The assay for transposase-accessible chromatin with high-throughput sequencing
IFN-I: Type I interferon
GBP2: Guanylate-binding protein 2
DARs: Differentially accessible regions
CBF: Cerebral blood flow
TFs: Transcription factors
CCA: Common carotid arteries

# Supplementary material for: Integrated Analysis of Chromatin and Transcriptomic Profiling Identifies PU.1 as a Core Regulatory Factor in Microglial Activation Induced by Chronic Cerebral Hypoperfusion
**Source:** Mol Neurobiol. 2023 Nov 2;61(5):2569–89. doi: 10.1007/s12035-023-03734-9
**Supplement:** Supplementary file 1 — ESM 1

**Supplementary Fig. 1.** Histological changes in different sections 3 weeks after BCAS-hypoperfusion. Bar plots for “Percentage of infarct area” of each section in BCAS mice. Data are expressed as mean  $\pm$  SEM. Paired t test (two-tailed), \* $p < 0.05$  versus 0.18 mm side, n=10 mice for each group.

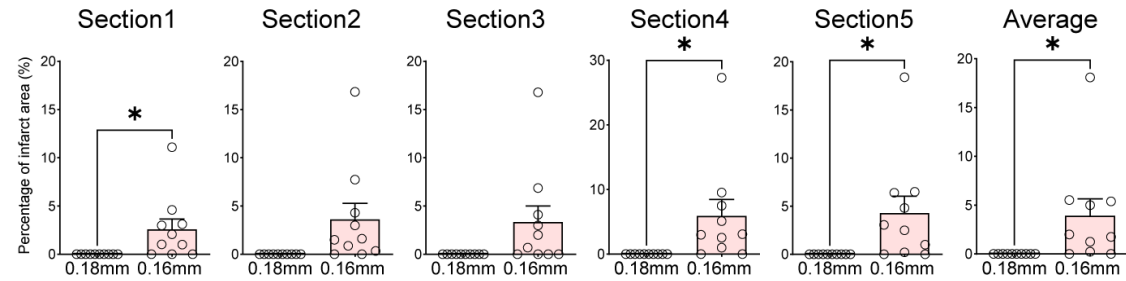

**Supplementary Fig. 2.** Cell clustering and visualization using the published scRNA-seq dataset (Zeisel, A. et al., 2015, Science). (A) The UMAP map visualizing the expression of marker genes in each cell population. (B) The UMAP map of the expression and distribution of marker genes in each cell population.

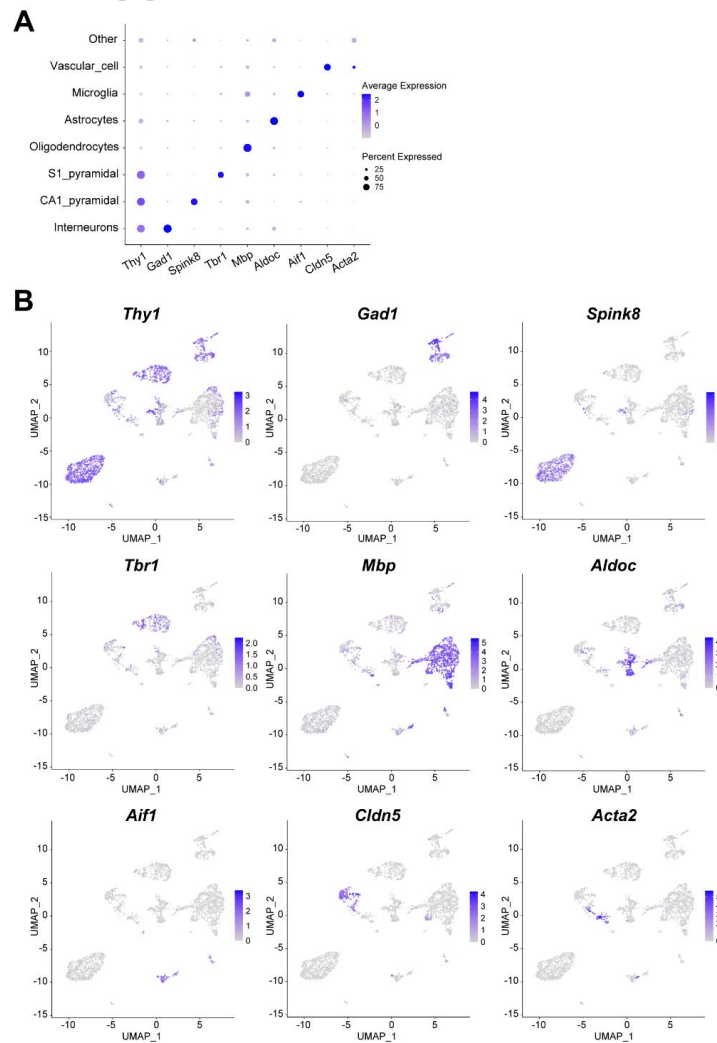

**Supplementary Fig. 3.** Immunofluorescence staining showed the expression of GBP2/Iba-1 in the cerebral cortex. (A) Representative brain slices labeled with Iba-1 and GBP2 in both sham and BCAS groups. (B) Representative immunofluorescence staining images of Iba-1/GBP2 in the cerebral cortex. (C) The quantified results of GBP2 expression level. One-way ANOVA, Bonferroni's multiple comparisons test, \*\*\* $p < 0.001$ ,  $n=8$  mice for each group.

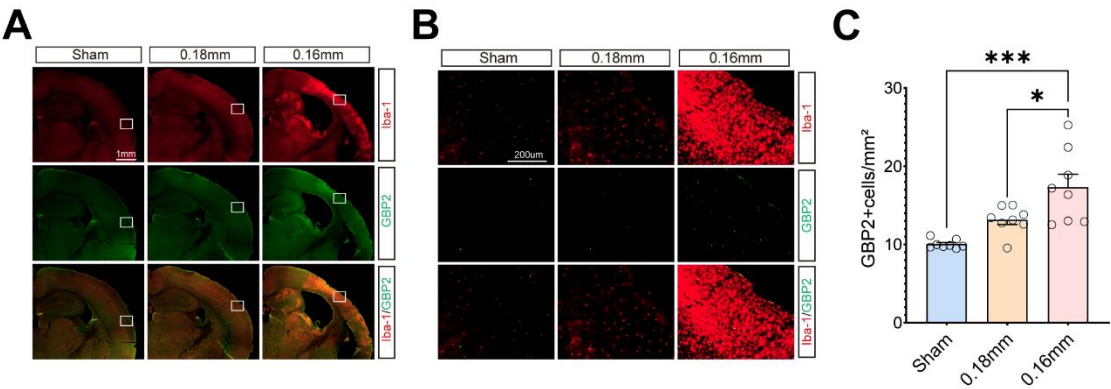

**Supplementary Fig. 4.** Microglial phenotypic change was examined by Iba-1/PU.1 double-staining following BCAS-hypoperfusion. (A) Representative immunofluorescence staining images labeled with Iba-1 and PU.1 in both sham and BCAS groups. (B) Representative images of Iba-1/GBP2 double-staining in the cerebral cortex.

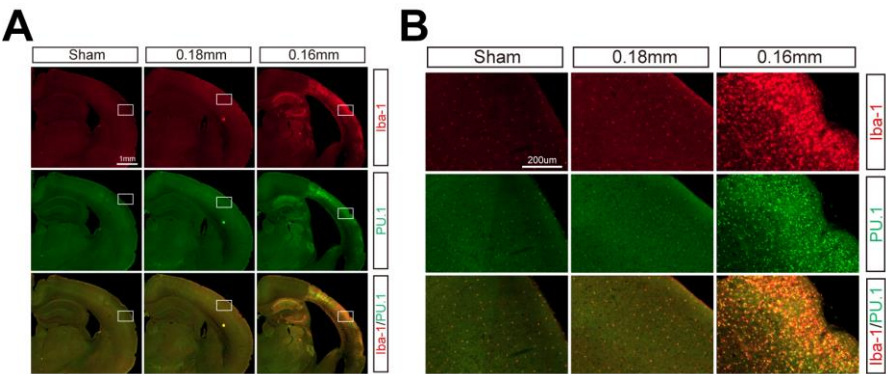

**Supplementary Table 1.** Primer sequences used for qRT-PCR.

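Table S2 gives for each ATAC-seq library the read pairs, the share mapped, the share of unique reads, the GC content and the share of reads in peaks. The share of reads in peaks was 43.5% ± 7.05 in sham and 41.0% ± 4.76 in BCAS (exact two-sided permutation test, p = 0.543) and was lowest in sham 4 (33%). Unique reads made up 75.6% in sham 1, 63.8% in sham 2, 64.4% in sham 3 and 59.6% in sham 4, against 52.1 to 54.7% in BCAS 1 to 4. The unique share was thus lower in every BCAS library than in any sham library. It goes with the group, and its effect on peak calling was not tested, since no reads were analysed here.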

**Supplementary Table 2.** Quality control for ATAC-seq data.

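Table S3 lists the differentially accessible regions from DiffBind, which compares normalized reads in consensus peaks, with the position and width of each region, its mean log2 concentration of reads over all libraries and in each group, the log2 fold change and the FDR. Of its 9460 up-regulated and 6358 down-regulated regions, 1999 of each were held in the form read here, and no overlap with them was computed. A count from peak presence has another basis, since a region with a peak in all 8 libraries, of which there were 71712, can differ in reads and yet counts for neither group.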

**Supplementary Table 3.** DARs obtained by ATAC-seq.

**Supplementary Table 4.** DEGs obtained by RNA-seq.

**Supplementary Table 5.** Shared DEGs for RNA-seq and ATAC-seq.

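Table S5 gives the symbols of the genes that were called in the RNA-seq and in the ATAC-seq comparison in the same direction. For the 37 down-regulated genes, of which 31 were tested, the covered length fell at 0 and rose at 1 (limma; 6 fell and 2 rose at an unadjusted p under 0.05), and 9 had a positive log2 fold change, with a median of -0.17. The gene that rose was Rgsl1, a relative of the regulators of G protein signaling, named after its value was seen (1.63, SE 0.42, adjusted p = 0.0372). Without sham 1 or 4 or BCAS 1, 2 or 3 no gene of this list rose. Promoters of the list held 5.47 ± 0.381 of every 10000 peaks in BCAS and 5.84 ± 0.298 in sham (exact two-sided permutation test, p = 0.143), with differences of -0.875 and -0.160 within the read GC classes of 48 to 49% and 46%. The study chose these genes on these samples, and their count is not independent evidence of a direction.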

**Supplementary Table 6.** Enriched motif in promoter related to shared DEGs.

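Table S6 lists the motifs that the authors found enriched in the promoters of the shared genes, each with its consensus and the transcription factors assigned to it. The first is assigned to Sfpi1, the former name of Spi1, and Ets1, Erg, Spic and Irf1 are also among the factors named. In the peak lists, 40 of the 428 shared up-regulated genes found in the annotation had a promoter peak with the PU.1 motif in every BCAS library. Near the TSS of 87 of these genes lay 93 BCAS-only regions, of which 12 (12.9%) held the PU.1 motif. These counts were added after the data had been seen.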

How the deposited data were processed for this re-analysis (not part of the article)

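ATAC-seq was measured in the cerebral cortex of 4 sham and 4 BCAS mice, 1 library per mouse. The authors checked reads with FastQC, trimmed them with Trim Galore, aligned them to mm10 with Bowtie2 2.3.4.3, handled alignments with SAMtools 1.9, removed duplicates and called peaks per library with MACS2. The MACS2 options and the handling of the Tn5 offset are not given in the sources used here. The deposited list of each library gives, for each peak, its position, the authors' integer score, the authors' fold enrichment at the summit as a ratio over the local background, the authors' -log10 p and -log10 q, and the distance of the summit from the start of the peak. These values were made within each library and were used only to rank peaks within a list or to set a threshold. The lowest deposited -log10 q was 1.309. The lists held 1028949 peaks on 21 chromosomes, with a shortest peak of 200 bp and a median of 341 bp. Depth per library was 22139655 to 59478151 read pairs by Table S2, and the lists hold no read counts.

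The lists were read with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, plots were drawn with matplotlib 3.10.9, and gene loci were tested in R 4.3.3 with limma 3.58.1. Genes came from GENCODE vM21 (basic) and sequence from GRCm38. Overlap of 2 libraries was the Jaccard index in bp. Peaks of all libraries were merged into regions where they overlapped by 1 bp or more, and a region was BCAS-only or sham-only when every library of that group and no library of the other had a peak in it. Regions were assigned by their midpoint to promoters (3 kb), UTRs, exons, introns, the 300 bp downstream of a gene or distal intergenic DNA, with Wilson 95% intervals. Consensus sequences of 17 motifs were searched on both strands within 100 bp of a summit, as a share of each library's peaks and as a share of BCAS-only and sham-only regions. The background was 10 other regions for each region, matched for GC content in bins of 5% and for distance to a TSS. For each gene locus (gene body and 3 kb on each side) the length covered by peaks was scaled to the library's total, increased by 200 bp and log2 transformed. The 17012 protein-coding genes with a mean of at least 200 bp were tested with limma with a trend of the variance. A gene at 0 bp in every sham library was given no fold, as were 31 of the 536 genes called higher, and its fitted value entered a list's median only by its rank above it.

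The groups were compared with exact two-sided permutation tests over the 70 labelings of the libraries for motif shares and promoter peaks per 10000 peaks, with Fisher's exact test over regions for motifs and promoters in regions, and with limma for genes. Adjusted p-values are Benjamini-Hochberg values over 17 motifs, over 22 gene lists, over motifs and both kinds of region, or over all tested genes. Similarity, region counts and gene counts were also compared with all 35 splits of the libraries into 4 and 4. The lists were 20 sets of textbook markers, namely microglia, disease-associated microglia, microglial phagocytosis, interferon-stimulated genes, antigen presentation, NF-kB and inflammasome, border macrophages and monocytes, lymphocytes, astrocytes, reactive astrocytes, oligodendrocytes, their precursors, endothelial cells, mural cells and fibroblasts, excitatory neurons, inhibitory neurons, activity-regulated genes, hypoxia, cell cycle and housekeeping, together with the up- and down-regulated genes of Table S5. Named genes were the 31 genes that the paper names and that the peaks can address, and the 10 genes with the largest increase and the 10 with the largest decrease among those with an adjusted p under 0.05 whose groups did not overlap, predicted genes left out. These made 50 genes in all, since Itgam met both parts. Other genes named as examples of a list were chosen after their values were seen.

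Alternatives were a stricter threshold (-log10 q of 5), lists of equal length, leaving out each library, other rules for merged regions, promoters of 1 kb, any overlap with a category, a motif window of 50 bp, motifs relative to control motifs, distal peaks only, other scalings, pseudocounts of 50 and 1000 bp, no minimum of coverage, promoter windows only, the number of peaks as a covariate, the replicate number as a block, and the 2 sham libraries with the most peaks against the 2 BCAS libraries with the fewest. The read GC class as a covariate, a motif background of regions called in 4 of 8 libraries and the motifs at promoters of the shared genes were added after the data had been seen. Replicate numbers do not pair mice, since the correlation of libraries with the same number was -0.16, -0.01, -0.10 and 0.14.

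The procedure was tested on simulated data. With 200 of 17012 genes changed, limma recovered 74.5% of genes changed 2-fold and 13.6% of those changed 1.5-fold, with a mean of 6.4 and 1 false calls over 5 simulations each. Intervals and the upper limits for a count of 0 (3 counts) cover counting error only. RNA-seq, qRT-PCR, staining and single-nucleus data were not analysed here. Tables S3 and S4 were held in part and were used for no overlap or enrichment. Single values of some tested genes are not reported here.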

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

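The use of lists of equal length against an explanation, the other splits of the libraries and the tests on cell type markers, read GC class and dilution were chosen after the result was seen, while the comparison of 2 against 2 libraries for depth and lists of equal length as an alternative were set down beforehand.

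More regions and genes were gained than lost in BCAS (3206 against 187 regions, 536 against 64 genes). Chance can be excluded for the number that differed, since the real split was the only 1 of 35 that gave as many (3393 regions against at most 905, 600 genes against at most 1). These counts add both directions, so they cannot decide whether the excess of gains is beyond chance. Some other splits, with fewer regions, were more one-sided (903 against 2 and 890 against 14 regions). An unequal number of peaks alone does not account for the excess, because lists of equal length still gave 4.41 times as many BCAS-only as sham-only regions (17.1 with all peaks). The read GC class alone does not account for the number that differed, as splitting libraries by it gave 904 regions and 0 genes. Its part in the excess of gains stays open, because the fit with it as a covariate cannot decide. The genes were chosen for their group difference. At 502 of the 536 and 59 of the 64, the BCAS and sham libraries did not overlap, so the sign could not change. In this fit the genes called higher had a median log2 fold change of 0.69 (0.73 before, median SE 0.162 after and 0.148 before). Those called lower had -0.33 (-0.38 before, SE 0.0931 and 0.0914). The sign was unchanged at 536 and 64 genes. Of these, 218 and 8 still passed at the lower residual degrees of freedom and larger SE. The 2 BCAS libraries with the fewest peaks held at most 123331, and the 2 sham libraries with the most at least 132715. Their comparison gave a ratio of 0.498 (5978 against 12015 regions). This does not decide on depth, because the choice by number of peaks itself favours sham regions. These BCAS libraries had more read pairs (37449077 and 48865273) than these sham libraries (33883780 and 36804258). Their unique shares were lower (54.68% and 52.08% against 64.44% and 63.82%), so which were deeper after duplicates were removed is not settled. Deeper BCAS libraries and an effect of BCAS on the number of open regions both stay open.

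The PU.1 motif was found in a larger share of BCAS peaks, which did not pass adjustment over the motifs (exact permutation test, adjusted p = 0.0607). Its share of BCAS-only regions exceeded that of sham-only regions by 14.3 points (exact permutation p = 0.0286). Microglial markers had a median log2 fold change of 0.42, but most of the 30 did not pass singly. With the read GC class as a covariate, 2 passed. Unequal list lengths do not account for the PU.1 difference, as the share was 1.14 points higher in BCAS with lists of equal length. A loss of neurons alone would raise the share of all other cell types alike. The higher of the medians of astrocyte and oligodendrocyte markers was 0.0397, below the microglial lower quartile of 0.13. This does not decide on such a loss, because covered length need not grow at peaks that are already called in every library. Oligodendrocyte markers, with an upper quartile of 0.0419, lay apart from the microglial ones. The upper quartiles of astrocyte (0.156) and oligodendrocyte precursor markers (0.207, median -0.08) lay above the microglial lower quartile. Endothelial markers (median 0.12, quartiles 0.0315 and 0.4495) also overlapped with the microglial ones, with 5 higher and 0 lower at an unadjusted p under 0.05 with limma. A smaller share of neurons, alone or beside another change, thus stays open. More microglial nuclei in the BCAS cortex may contribute. By staining, the paper counted more Iba1-positive cells on the 0.16 mm side of BCAS mice. It also found less NeuN protein in the cortex. Of the 22 microglial markers outside the phagocytosis list, 100.0% had a positive log2 fold change (median 0.33). This count of markers cannot decide on the number of nuclei, because these markers are part of the gain to be explained. A change within microglia could give the same signs. The abundant microglial genes Cx3cr1 (0.13), C1qa (0.01) and C1qc (-0.04) were near 0. These values cannot decide either, since covered length need not grow with more nuclei where peaks are already called. A change within microglia stays open, and bulk peaks do not part it from a change in their number.

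The AP-1 motif was found in a smaller share of BCAS peaks. Dilution by BCAS-only regions does not account for it, because the difference was -0.985 points without the peaks in these regions (exact permutation p = 0.0286), which made up 2.46% of BCAS peaks. Unequal list lengths (-1.08 points with equal lengths) and the read GC class alone (-0.907 points, SE 0.218, with it as a covariate, and -1.02, SE 0.190, before) do not account for it either, although this fit rests on 1 library of 1 of the groups in each class. An effect of BCAS on AP-1 binding stays a hypothesis, since the share of all peaks did not pass adjustment over the motifs (adjusted p = 0.0607), whereas with equal lengths it did (adjusted p = 0.0442). Relative to the control motifs the ratio of BCAS to sham was kept (0.896, 0.914 before), while the SDs grew (0.576 in BCAS and 0.358 in sham, 0.360 and 0.120 before) and the unadjusted exact permutation p was 0.143.

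Of 187 groups of 4 libraries tested, 16 held a library far from the other 3, where chance flags about 1 in 20 groups, or 9.35. BCAS 1 covered 66255381 bp, more than the other BCAS libraries. BCAS 3 had 52.08% unique reads, below the other BCAS libraries, and sham 4 had 33% of reads in peaks, below the 46 to 48% of the other sham libraries. The AP-1 motif was in 11.7% of the peaks of sham 2 (11.91 to 11.95% in the other sham libraries), and the RUNX motif in 1.949% of those of sham 1 (2.068 to 2.087%) and 2.348% of those of BCAS 1 (2.266 to 2.277%). Sham 3 was the only sham library with covered DNA at Itgam (252 bp) and Piwil2 (251 bp), and sham 4 had 1551 bp at Aif1, against 813 to 893 bp. BCAS 1 held 2513 bp at Ncf4 (1653 to 1709 bp in the other BCAS libraries), 1993 bp at Irf8 (1730 to 1769 bp), 2406 bp at Klhl6 (1499 to 1605 bp) and 611 bp at Kctd4 (311 to 327 bp), and was the only BCAS library with covered DNA at Ms4a12 (231 bp) and Dnase1l2 (227 bp). BCAS 4 held 279 bp at Tgm1, against 759 to 843 bp. Among the 10 genes with the largest increase, 5 are named neither in the paper's text nor in Table S5, and their covered length in BCAS was 1918 bp at Naip2, 1012 bp at Piwil2, 712.8 bp at Ccl3, 690.8 bp at Apoc4 and 1403 bp at Fblim1, above the level in every sham library.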

How the results depend on the processing

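The read GC class as a covariate and the motif background of regions called in 4 of 8 libraries were chosen after the result was seen. Library similarity kept its direction and its p of 0.0286 under every alternative run, and 848 of the values for named genes, 190 of those for gene lists and 780 of those for list members kept their direction and their side of the threshold, while 135 values for named genes lost it and 9 gained it. The cause of the changes below was not tested, except that the comparison of 2 against 2 libraries holds fewer samples and promoter windows hold less DNA. The rule that a summit must lie in the region changed nothing, since every interval holds its summit. The lists hold no read counts, which limits what small differences can show.

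With a peak in at least 3 libraries of a group there were 6495 BCAS-only and 1172 sham-only regions. With lists of equal length, sham-only regions numbered 645, the promoter share of peaks differed by 0.851 points (exact permutation p = 0.0286), PU.1 by 1.14 points and the astrocyte list by 0.0698. Promoters of 1 kb gave 9.67% promoter, 49.7% intron and 36.1% distal BCAS-only regions, 2.14% promoter sham-only regions, and differences of -0.201 points for the promoter share and 0.06 for astrocytes. Any overlap gave 41.4% intron BCAS-only regions. The stricter threshold gave 39.6% intron and 44.7% distal sham-only regions, and 0.0548 for astrocytes and 0.0135 for excitatory neurons. ELF5 relative to the control motifs was -0.00386, and the PU.1 difference between BCAS-only and sham-only regions was 9.38 points within 50 bp (exact permutation p = 0.0571). Unscaled gene counts gave 0.25 for astrocytes, 0.5 for excitatory neurons and 0.5 for Table S5 down.

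The 2 sham libraries with the most peaks against the 2 BCAS libraries with the fewest gave 2.29 for phagocytosis, 1.25 for interferon, 0.190 for excitatory neurons and 24.9 for Table S5 up, 0 called genes in both directions and 0 called members of the microglia, phagocytosis, interferon and Table S5 up lists (2083 higher and 709 lower at an unadjusted p under 0.05 with limma), and -0.0902 at Elf3, -0.18 at Ehf, -0.14 at Gapdh and -0.00333 at Spib, with the median of all genes shifted by 0.11. The replicate block gave 160 falling genes, and with the log2 number of peaks as well 82 rising and 4 falling genes, with 1 microglia, 4 phagocytosis, 1 interferon and 34 Table S5 up members, and -0.0106 at Ehf. The replicate numbers do not pair mice. The log2 number of peaks alone gave 4 microglia and 9 phagocytosis members. No scaling gave 222 and 1 genes, 3 microglia, 6 phagocytosis and 67 Table S5 up members and 0.0317 at Rbfox3, and median scaling 28 falling genes. Promoter windows only gave 214 and 6 genes, 4 microglia, 6 phagocytosis and 82 Table S5 up members, and -0.00680 at Lyn, -0.0162 at Irf8, -0.0638 at Ets1, -0.0869 at Ncf4 and -0.14 at Bin1. The read GC class as a covariate gave 245 and 8 genes, 2 microglia, 9 phagocytosis and 69 Table S5 up members, and -0.0392 at Irf1, -0.10 at Cd68 and -0.00986 at Bin1.

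Leaving out single libraries gave 223 to 1133 sham-only regions (531 without sham 1, 338 without sham 2, 631 without sham 4, 1133 without BCAS 1, 310 without BCAS 2). Rising genes numbered 284 to 665 (324 without BCAS 1, 284 without BCAS 3) and falling genes 25 to 90 (33, 25 and 30 without sham 1, 2 and 3, and 29, 26 and 41 without BCAS 2, 3 and 4). The promoter share of peaks differed by -0.535 to 0.724 points (-0.155 without sham 2, -0.535 without sham 3, -0.268 without BCAS 3, -0.169 without BCAS 4) and ELF5 by -0.0228 to 0.0535 points (-0.00127 without sham 2, -0.0228 without sham 3, -0.00798 without BCAS 3, -0.00335 without BCAS 4). Per 10000 peaks, astrocytes differed by -0.103 to 0.163 (0.163 without sham 4, 0.114 without BCAS 1), oligodendrocytes by -0.346 to 0.0167 (0.0167 without sham 4) and excitatory neurons by -0.195 to 0.0338 (0.0232 without sham 1, 0.0338 without BCAS 2). Called microglia members numbered 3 to 13 (5 without sham 2 or sham 3, 4 without BCAS 2, 3 without BCAS 3, 5 without BCAS 4) and interferon members 5 to 10 (5 without BCAS 1). Ehf ranged from -0.0198 to 0.16 (-0.0198 without sham 1, -0.01 without BCAS 2) and Cd68 from -0.0248 to 0.13 (-0.0248 without sham 3). The PU.1 difference between BCAS-only and sham-only regions ranged from 11.5 to 14.5 points, and without BCAS 1 to 4 (13.2, 13.3, 13.6 and 12.5) its exact permutation p was 0.0571. Calls ended at Gbp2 without BCAS 4 (0.68), at Nexn without sham 2 (-0.52) or BCAS 1 (-0.50), at Dnase1l2 without BCAS 2, 3 or 4 (-1.22 each), at Ms4a12 without sham 2 or 3 (-1.31, -1.41) or BCAS 2, 3 or 4 (-1.29 to -1.30), at Col6a5 without sham 1 or 2 (-0.45, -0.50) or BCAS 1, 2 or 3 (-0.50, -0.45, -0.50), at Kctd4 without sham 1, 2 or 4 (-0.72, -0.68, -0.69) or BCAS 2, 3 or 4 (-0.68, -0.69, -0.69), at Prr14l without sham 1, 2 or 3 (-0.67, -0.64, -0.65) or BCAS 1, 2 or 4 (-0.65, -0.69, -0.49), and at Irf8 without sham 1, 2 or 3 (0.53, 0.56, 0.53) or BCAS 2, 3 or 4 (0.57, 0.57, 0.55), and Csf1r, Pik3cg and Aif1 passed without sham 4 (0.85, 0.65 and 0.65).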

Differences from the paper's values

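All comparisons with the paper were set before the data were examined except that with a background of regions called in 4 of 8 libraries, which was chosen after seeing the values. The paper's Table S3 holds 9460 up-regulated regions, against 3206 BCAS-only regions here, and 6358 down-regulated regions, against 187 sham-only regions here. The paper's counts are of regions at an FDR under 0.05 from DiffBind on reads, and those here are of regions with a peak in every library of a group and none of the other, so the thresholds differ. The bars of Fig. 6E and 6G add up to fewer up and more down loci than Table S3, so which contrast or threshold Table S3 reflects is not settled. Of the alternatives set before the data were examined, a peak in at least 3 libraries of a group gave 6495 BCAS-only regions, within 1.5 times the paper's count. A stricter threshold (2943), lists of equal length (2842), leaving out single libraries (3310 to 4614), coverage of most of the region (3444) and fixed windows (3272) did not. For sham-only regions no alternative came within 1.5 times the paper's count, and their values ran from 192 (fixed windows) to 1172 (at least 3 libraries).

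The paper ranks PU.1 first among the motifs of its up-regulated loci, then ELF5 and then ELF4. Its order comes from a HOMER de novo search of its DiffBind loci. The order here comes from ratios of consensus sequences in BCAS-only regions, so the orders need not match. Here PU.1 also had the highest ratio (4.94), followed by ETS1 (4.38), the PU.1-IRF composite (3.56) and ELF4 (3.23), with ELF5 (2.14) below them. With a background of regions called in 4 of 8 libraries, chosen after seeing the values, ELF5 (6.6) ranked above ELF4 (5.72) and also above PU.1 (6.47), while ETS1 (7.11) was highest. Fig. 6I shows Egr1 first among the motifs of the down-regulated loci. EGR1 was found in 0 of 187 sham-only regions here, which allows a share of up to 1.604%, and no motif passed in them. The count of 0 cannot decide on enrichment, since the EGR1 motif lay in only 0.210% of all sham peaks. In the alternatives EGR1 was found in at most 2 regions, of 1133 without BCAS 1. The paper states that its ATAC-seq results match higher expression of phagocytosis genes and of Elf4 and Spi1. The covered length rose here at 8 of these phagocytosis genes and at Elf4, and did not pass the test at Pik3cg (adjusted p = 0.0802) and Spi1 (adjusted p = 0.831). Pik3cg passed without sham 4 (log2 fold change 0.65, adjusted p = 0.0410) and with the replicate block (0.55), and no setting run called Spi1.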

Other observations

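The test of each list below was set beforehand, and the members named were chosen after their values were seen. Genes of NF-kB signaling and the inflammasome gained accessible DNA in BCAS at 6 of 24 tested loci, with 0 lower (limma; 8 and 0 at an unadjusted p under 0.05; 7 rose when adjusted over the list alone) and a median log2 fold change of 0.29. Without BCAS 1 or BCAS 4, 3 rose. The list's median lay between the quartiles of 0.13 and 0.74 of the microglial markers. The inflammasome genes Nlrp3 (0.69) and Casp1 (1.28, SE 0.33, adjusted p = 0.0408) and the adhesion molecule Icam1 (0.48) rose. The cytokine Tnf and the chemokine Ccl4 were listed at 0 bp in every sham library and held 522 ± 56.7 and 552 ± 149 bp in BCAS, and Ccl3 was the last of the 6. Promoter peaks of the list made up 2.80 ± 0.165 of every 10000 peaks in BCAS and 1.92 ± 0.270 in sham (exact two-sided permutation test, p = 0.0286, adjusted p = 0.105; 0.883 and 0.519 within the read GC classes of 48 to 49% and 46%). Of 19 genes of antigen presentation, H2-Ab1, an MHC class II chain, rose (0.67, SE 0.17, adjusted p = 0.0326), as did H2-Ob, which was listed at 0 bp in every sham library and held 506 ± 168 bp in BCAS, and 0 fell (8 and 0 at an unadjusted p under 0.05; 6 rose when adjusted over the list alone), while their promoter peaks per 10000 were 2.47 ± 0.266 and 2.13 ± 0.195 (exact permutation p = 0.114; -0.00962 and 0.453 within the classes). Without sham 1, 2 or 3 or BCAS 1 or 2 only 1 of them rose, and without BCAS 4 0. Of 21 genes of reactive astrocytes, the cytokine Clcf1 (0.87, SE 0.22, adjusted p = 0.0329) and Tgm1 rose and 0 fell (4 and 0 at an unadjusted p under 0.05; 4 rose when adjusted over the list alone), with 2.33 ± 0.162 and 2.07 ± 0.151 promoter peaks per 10000 (exact permutation p = 0.0571; -0.0224 and 0.531 within the classes). Without sham 1 or BCAS 1 or 2 only 1 of them rose.

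Other groups showed few or no called genes. Of 18 genes of hypoxia, the glycolytic enzyme Hk2 rose (0.81, adjusted p = 5.05e-04), of 24 activity-regulated genes the phosphatase Dusp1 (0.40, adjusted p = 0.0340), and of 16 cell cycle genes the transcription factor E2f8 (0.60, adjusted p = 0.0474), each the only 1 of its list and also when adjusted over the list alone, with medians of 0.07, -0.05 and -0.003. No activity-regulated gene was called without sham 2 or 3 or any BCAS library, and no cell cycle gene without sham 1, 2 or 4 or BCAS 1, 2 or 4. No gene was called by limma among 8 of border macrophages and monocytes, 10 of lymphocytes, 14 of oligodendrocyte precursors, 12 of mural cells and fibroblasts and 16 housekeeping genes (at an unadjusted p under 0.05, 1 higher and 1 lower, 3 and 1, 3 and 1, 0 and 0, and 0 and 0). Without sham 2 or sham 4, 1 gene of oligodendrocyte precursors was called higher. Their medians over all libraries were 0.05, 0.08, -0.08, 0.03 and 0.02. Promoter peaks per 10000 in BCAS and sham were 0.433 ± 0.0493 and 0.339 ± 0.0421 for lymphocytes and 1.32 ± 0.0541 and 1.149 ± 0.0665 for mural cells and fibroblasts (exact two-sided permutation test, p = 0.0286 each, adjusted p = 0.105; 0.102 and 0.0763, and 0.161 and 0.164, within the read GC classes). The exact p was 0.686 for border macrophages and monocytes, 0.943 for oligodendrocyte precursors, 0.600 for activity-regulated genes, 0.914 for hypoxia, 0.229 for the cell cycle and 0.800 for housekeeping genes.

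The paper also names Aif1, the gene of Iba-1 (0.41, adjusted p = 0.345, and 0.65 with adjusted p = 0.0174 without sham 4), Cd68 (0.05, adjusted p = 0.941), Cybb (0.26, adjusted p = 0.630), Bin1 (0.06, adjusted p = 0.858), the neuronal marker Rbfox3 (-0.06, adjusted p = 0.730), the qRT-PCR reference Gapdh (0.28, adjusted p = 0.651) and the ETS factors Ets1 (0.23, adjusted p = 0.205), Etv1 (0.26, adjusted p = 0.323), Spib (0.17, adjusted p = 0.815), Elf5 (-0.18, adjusted p = 0.516), Elf3 (0.11, adjusted p = 0.917) and Ehf (0.06, adjusted p = 0.917). With all libraries, none of them passed the test.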
